# Exposure to Fine Particulate Matter Air Pollution Alters mRNA and miRNA Expression in Bone Marrow-Derived Endothelial Progenitor Cells from Mice

**DOI:** 10.3390/genes12071058

**Published:** 2021-07-10

**Authors:** Xiaohong Li, Petra Haberzettl, Daniel J. Conklin, Aruni Bhatnagar, Eric C. Rouchka, Mei Zhang, Timothy E. O’Toole

**Keywords:** air pollution, endothelial progenitor cell, cardiovascular disease

## Abstract

Exposure to fine particulate matter (PM_2.5_) air pollution is associated with quantitative deficits of circulating endothelial progenitor cells (EPCs) in humans. Related exposures of mice to concentrated ambient PM_2.5_ (CAP) likewise reduces levels of circulating EPCs and induces defects in their proliferation and angiogenic potential as well. These changes in EPC number or function are predictive of larger cardiovascular dysfunction. To identify global, PM_2.5_-dependent mRNA and miRNA expression changes that may contribute to these defects, we performed a transcriptomic analysis of cells isolated from exposed mice. Compared with control samples, we identified 122 upregulated genes and 44 downregulated genes in EPCs derived from CAP-exposed animals. Functions most impacted by these gene expression changes included regulation of cell movement, cell and tissue development, and cellular assembly and organization. With respect to miRNA changes, we found that 55 were upregulated while 53 were downregulated in EPCs from CAP-exposed mice. The top functions impacted by these miRNA changes included cell movement, cell death and survival, cellular development, and cell growth and proliferation. A subset of these mRNA and miRNA changes were confirmed by qRT-PCR, including some reciprocal relationships. These results suggest that PM_2.5_-induced changes in gene expression may contribute to EPC dysfunction and that such changes may contribute to the adverse cardiovascular outcomes of air pollution exposure.

## 1. Introduction

Analysis of abundant epidemiological data has identified robust associations between exposure to fine particulate matter (PM_2.5_) air pollution and adverse health outcomes in general [1], and cardiovascular disease in particular [2,3]. These studies have linked acute exposure to PM_2.5_ with an increased incidence of myocardial infarction, stroke, cardiac arrhythmias, and sudden cardiac death [3,4,5], while chronic exposures appear to accelerate the progression of atherosclerotic disease [6,7]. Physiologically, these adverse cardiovascular outcomes are likely a consequence of a damaged or dysfunctional endothelium. Not only does the endothelial layer provide a physical separation between blood and surrounding tissue, it also plays an essential role in immune responses, thrombosis, and the control of blood pressure. Thus, the maintenance of vascular homeostasis is essential for overall health.

As with other tissues, the endothelium is subjected to physiological and environmental stimuli that affect its viability and functionality. Maintenance and repair of the endothelium are believed to be accomplished in part by a group of stem cells, the endothelial progenitor cells (EPCs) [8]. While their exact phenotypic identity, origin, and location are somewhat uncertain [9], upon hypoxic signals, these cells are mobilized from storage niches, home to a site of tissue damage, and participate in its repair through terminal differentiation or by paracrine stimulation of wound healing processes [10,11]. Supporting this reparative role, it has been found that EPC levels in peripheral blood increase after myocardial infarction and stoke, and that suppressed levels of these cells in circulation are associated with increased risk of cardiovascular disease [12,13,14], and can be predictive of major adverse cardiovascular events and death [15]. Thus, an accessible supply of these cells is essential to maintain endothelial and overall health. However, several studies have shown that the abundance and functionality of EPCs can also be impacted by environmental cues. Previous studies from our group have shown that exposure of a young healthy cohort to episodic increases of PM_2.5_ or exposure of mice to concentrated ambient fine PM_2.5_ (CAP) results in decreases of circulating EPCs [16,17]. Furthermore, bone marrow-derived EPCs cultured from mice exposed to CAP demonstrate defects in proliferation, in vitro tube formation, and vascular repair in vivo [18]. Likewise, exposure to ozone, metals, cigarette smoke, and cigarette smoke constituents have all been shown to negatively impact EPC number or function [19,20,21,22]. Consistent with the CAP-induced changes in proliferation and angiogenic potential we previously observed, we also detected changes in the expression of specific genes regulating these processes using a targeted approach [18]. However, the extent of PM_2.5_-induced gene expression changes in EPCs is unknown and it is consequently not clear what other cellular functions might be affected by exposure. Likewise, there is little information regarding PM_2.5_-induced changes in miRNA expression. Mice have been commonly used to study the acute and chronic effects of PM_2.5_ exposure and they appropriately model human outcomes. Thus, in the current study, to gain insight into PM_2.5_-induced genomic expression changes in EPCs and identify early biomarkers of cardiovascular disease initiation or progression, we performed a global transcriptomic analysis of exposed mice. Our results identified differentially expressed mRNAs and miRNAs and those cellular functions impacted by these changes, further clarifying the mechanistic basis of PM_2.5_-induced cardiovascular disease.

## 2. Materials and Methods

### 2.1. Mice, Exposures, and RNA Extraction

Male C57BL/6J mice were obtained at 11 weeks of age from Jackson Laboratories and acclimated for 1 week in pathogen-free housing conditions. The animals were kept on a 12 h light/dark schedule and were supplied with food and water *ad libitum*. Mice (*n* = 3; 1 cage) were randomly selected and exposed to CAP generated by a Versatile Aerosol Concentration and Enrichment System (VACES) in the Inhalation Facility of the University of Louisville, as previously described [16,17]. Mice exposed to HEPA-filtered air (*n* = 3; 1 cage) were used as controls. Exposures to CAP or filtered air were 6 h per day (7 a.m. to 1 p.m.) for 30 consecutive days, and over this time course, the average CAP level was 67 μg/m^3^. These animals were monitored daily by veterinarian staff for well-being. The animals were euthanized (pentobarbitol injection (50 mg/kg, i.p., and exsanguination)) immediately after the final exposure (CAP- and air-exposed animals intermingled) and bone marrow cells isolated and EPCs cultured as previously described [18]. After 10 days in culture, the cells were harvested, and total RNA was isolated using the miRNeasy isolation kit (Qiagen). RNA quality was confirmed using an Agilent Bioanalyzer. A schematic of the experimental protocol illustrated in Figure 1.

### 2.2. Next-Generation mRNA Sequencing

#### 2.2.1. Library Preparation

Libraries were prepared using the TruSeq Stranded mRNA Library Prep kit (20020594, Illumina, San Diego, CA, USA). In brief, poly-A enrichment of RNA samples (250 ng) was accomplished in two purification steps using oligo dT beads. Purified mRNA was chemically fragmented through a heated digestion with divalent cations. Eluted samples were then used for first- and second-strand cDNA synthesis, and the resulting cDNA was isolated using Agencourt AMPure XP Beads (A63881, Beckman Coulter Life Sciences, Indianapolis, IN, USA). After adenylation of the 3′ end to prevent blunt end fragments from ligating to each other, dual-index adapters were ligated, and the samples were again purified with the same beads. Adapter ligated DNA fragments were then enriched and amplified with PCR to create the final cDNA libraries. The concentrations of these libraries were measured by Qubit dsDNA HS Assay Kit (Q32851, Invitrogen, Waltham, MA, USA), and their quality was assessed using the Agilent Bioanalyzer.

#### 2.2.2. Sequencing

Similar molar amounts were pooled, and their quantity and quality were assessed using the MiSeq Reagent Nano Kit V2 (MS-103-1001, Illumina). The libraries and PhIX control (FC-110-3001, Illumina) were denatured and diluted using the manufacturer’s directions and sequenced on an Illumina MiSeq. On the basis of the sequencing behavior of the libraries compared to PhIX, we re-pooled, denatured, and diluted equal amounts of the libraries, and 1.8 pM was loaded on the NextSeq with 1% PhIX spike-in. After the first sequencing run, the libraries were re-pooled for a second run with the goal of having an equal number of reads per sample after results from both runs were combined, which gave an average of 35 million reads per sample. All sequencing was performed at the University of Louisville Genomics Facility on the Illumina NextSeq 500 using the NextSeq 500/550 75 cycle High Output Kit v2 (FC-404-2002, Illumina).

#### 2.2.3. Data Analysis

The 48 fastq single-end raw sequencing files representing the air and CAP conditions with three biological replicates and eight lances per replicate were downloaded from Illumina’s BaseSpace (https://basespace.illumina.com/, accessed on 13 December 2019). The eight single-end raw fastq files across 8 sequencing lanes for each replicate designated L001 through L008 in the file names from the sequencing run were concatenated into one single-end fastq file using the unix cat command. Quality control (QC) of the raw sequence data was performed using FastQC (version 0.10.1). The FastQC results showed the sequences for all the samples had a Phred score above 30, which indicated 99.9% accuracy in base calling and were considered to be good quality. Therefore, sequence trimming was not performed. The concatenated sequence samples were directly aligned to the *Mus musculus* reference genome assembly (mm10.fa) using STAR (version 2.6) [23]. The alignment rate ranged from 99.12 to 99.98 percent across the samples. For the identification of differentially expressed genes (DEG) using DESeq2 [24], the raw reads counts were extracted from the STAR-aligned bam format files using HTSeq version 0.10.0 and the *Mus musculus* gtf file (mm10.gtf). Supplementary Table S1 indicates the number of raw reads and number of reads successfully aligned for each of the six samples. The raw read counts for six samples being normalized using the relative log expression (RLE) method and then filtered to exclude genes with fewer than 10 counts across the samples with the aid of *DESeq2*. DEGs (CAP versus air) were identified and a Benjemini–Hochberg adjusted *p*-value (*q*-value) cutoff ≤0.05 with log_2_ fold change (FC) ≥0.6 was used to define differential expression. RNAseq data are available at GEO accession number GSE153038.

### 2.3. Next-Generation miRNA Sequencing

#### 2.3.1. Library Preparation

Libraries were prepared with 100 ng from each of the RNA samples using the QIAseq miRNA Library Kit (331502, Qiagen, Beverly, MA, USA) following the manufacturer’s instructions. Briefly, specially designed 3′ and 5′ adapters were ligated to mature miRNAs. The ligated miRNAs were then reverse-transcribed to cDNA and purified with magnetic beads (QIAseq miRNA NGS beads). The eluted cDNA was amplified with a universal forward primer and a sample indexing reverse primer. The amplified libraries were again purified with magnetic beads to remove adapter dimers and unwanted RNA species. Library quantity and quality were analyzed on an Agilent Bioanalyzer using the Agilent high sensitivity DNA Kit (5067-4626, Agilent Technologies, Santa Clara, CA, USA).

#### 2.3.2. Sequencing

Similar molar amounts of the libraries were pooled and run on MiSeq to test for quantity and quality. Then, the libraries and PhIX control (FC-110-3001, Illumina) were denatured and diluted following manufacturer’s directions, and 300 μL of each were combined and sequenced on Illumina MiSeq. The concentration of the libraries was corrected and the libraries re-pooled on the basis of the results from the initial MiSeq run. After denaturation and dilution, sequencing was performed on the University of Louisville Genomics Facility’s Illumina NextSeq 500 using the NextSeq 500/550 75 cycle High Output Kit v2 (FC-404-2002, Illumina).

#### 2.3.3. Data Analysis

The 48 fastq single-end raw sequencing files representing the air and CAP conditions with three biological replicates and eight lances per replicate were downloaded from Illumina’s BaseSpace (https://basespace.illumina.com/, accessed on 3 January 2020). The eight single-end raw sequencing files (fastq) for each replicate designated L001 through L008 from the sequencing run were concatenated into one single-end fastq file using the unix cat command. Quality control (QC) of the raw sequence data was performed using FastQC (version 0.10.1). The FastQC results indicated quality trimming was unnecessary since the minimum quality value of a Phred score for all samples was well above 30 (1 per 1000 error rate). Given this, preliminary adapter trimming was performed on each of the samples to remove the Qiagen 3′ and 5′ adapter sequence with Trimmomatric v0.33 [25]. For all of the samples, a unique peak around 22 bp was identified that indicated that little if any other non-coding RNAs were selected in the library processing. As expected, this peak represented the length of the mature miRNAs. The data were further analyzed using mirDeep2 [26] and DESeq2 [24]. Briefly, the trimmed sequence reads were directly mapped to the mouse mm10 reference genome assembly using mirDeep2 package (v0.07) implementing bowtie mapper (v1.1.1) [27]. Supplementary Table S2 indicates the number of raw reads, number of reads after trimming, and number of reads successfully aligned for each of the six samples. The aligned sequences were then used as inputs into mirDeep2 along with the latest release of the mirBase version 22 database (v22) containing mature miRNA and miRNA hairpin sequences. The result was a file containing the number of reads mapping to each of the 2061 mouse miRNAs. After quantification, the resulting counts for each miRNA in each sample were combined into a reads matrix. Using the counts table resulting from the previous step, we determined the differentially expressed miRNAs (*q* ≤ 0.05; upregulated: log_2_FC ≥ 0.6; downregulated: log_2_FC < −0.6) using DESeq2. miRNA-seq data are available at GEO accession GSE153038.

### 2.4. In Silico INGENUITY Network Analysis

Canonical pathway and biological function analysis of DEGs and differentially expressed miRNAs (DE miRNAs) was performed using Ingenuity Pathway Analysis (202 Qiagen version 57662101).

### 2.5. qRT-PCR

Quantitative RT-PCR (qRT-PCR) of selected mRNA species was performed by initial, first-strand cDNA synthesis (High Capacity cDNA Reverse Transcription Kit, Thermo-Fisher), followed by real-time PCR using specific primers as recommended by the manufacturer (Supplementary Table S3: TaqMan gene expression assays, Thermo-Fisher). Quantitative RT-PCR of selected miRNA species was performed using specific TaqMan MicroRNA assays (Supplementary Table S3; Thermo-Fisher). All amplifications were performed on a Quant Studio 5 thermal cycler (Applied Biosystems). The internal controls used were *Hprt* for mRNAs and *sno202* for miRNAs. Fold changes were calculated using the Ct method [28] and were reported with a standard error.

## 3. Results

### 3.1. mRNA Analysis

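EPCs were cultured from the bone marrow of 3 male mice that breathed filtered air and 3 that breathed CAP, ambient fine particles concentrated before delivery, for 6 h per day over 30 days at a mean of 67 µg/m3. The mice of each group shared 1 cage, so that cage and exposure cannot be told apart. RNA was isolated after 10 days of culture according to the paper and 12 days according to the sample labels. The poly-A RNA was made into stranded libraries, single-end reads were aligned to mm10 with STAR 2.6, and the authors counted reads per gene with HTSeq 0.10.0; the annotation release, the strand setting and the treatment of multi-mapped reads are not given in the sources used here. The deposited table holds whole-number counts of 21965 Ensembl genes. The total counts were 28713206, 29063232 and 28757479 in air replicates 1 to 3 and 30446171, 28800409 and 29102727 in CAP replicates 1 to 3, or 81.5% to 83.2% of the aligned reads that Table S1 of the paper lists. Transcripts of macrophages were abundant: the cathepsin gene Ctsb ranged from 311833 to 493146 normalized counts and the lysozyme gene Lyz2 from 282568 to 377406. Fn1, which encodes fibronectin and like Ctsb was chosen after its values were seen, ranged from 148386 to 200810.3. It stands in the list of stromal markers used here, but which cells it came from was not tested. Cdh5, which encodes the endothelial adhesion protein VE-cadherin, ranged from 58.8 to 956. Counts were normalized by RLE, and the 14792 genes with a total of at least 10 counts were tested with edgeR's quasi-likelihood test, CAP minus air, with Benjamini-Hochberg adjustment. In simulated counts with the depth of these libraries and the spread of each gene, this test recovered 26 of 66 genes changed 2-fold and 46 of 65 changed 4-fold. Each gene was drawn independently there, without the spread that many genes of a library share. These rates therefore do not carry over to the real libraries.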

To evaluate similarities and differences in mRNA expression between the air and CAP groups, we initially performed a principal component analysis (PCA) on the relative log expression (RLE)-normalized counts of the six samples for all genes. In this analysis (Figure 2A), the two principal components (PC1 and PC2) represent two-dimensional data with 71.7% and 11.9% variation in the six mRNA samples, respectively. 

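A few abundant genes made up much of PC1. Ctsb, a lysosomal cathepsin, contributed 18.3% of the squared PC1 loadings, Selenop, a selenium transport protein, 16.3%, and Cxcl12, the stromal chemokine that retains progenitor cells in bone marrow, 5.84%. These genes were chosen after their values were seen. Cxcl12 stood at 49517, 63920.1 and 116676 normalized counts in the air libraries and at 17328, 5229 and 40618 in CAP replicates 1 to 3. Its log2 fold change was -1.86 (standard error 0.63), with an adjusted p of 0.468 from edgeR's quasi-likelihood test. In the analysis of RLE-normalized counts, PC1 held 71.7% and PC2 11.9% of the variance. On log2 values PC1 held 44.4%.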

The PC1 axis (the first principal direction with all six mRNA samples) showed the largest variation, which explained most of the variance in the original data. The PC2 axis is the second most important direction and orthogonal to the PC1 axis. For these samples, the CAP group (blue) was partially separated from the air group (red), and some variation within the groups was observed.

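All 3 CAP libraries lay above all 3 air libraries on PC1. The PC1 scores were 49608, 244527 and 18990.3 in CAP replicates 1 to 3 and -44605, -116920.4 and -151599 in the air replicates. An exact two-sided permutation test of the difference in mean PC1 score gave p = 0.1, the smallest value that 3 libraries against 3 allow. CAP replicate 2 held the most extreme score, and in it the stromal collagen gene Col1a1 was at 1487 normalized counts against 6982 and 9319 in the other CAP libraries. The smooth muscle actin gene Acta2, chosen like Col1a1 after its values were seen, was at 10590.1 in that library against 3855 and 5934. With the 500 genes of highest variance on the log2 scale, the groups overlapped on PC1 (p = 0.2 from the exact permutation test). CAP replicate 3 was then at -13.4 and air replicate 1 at -12.6. The groups stayed apart on PC1 with log2 values, unit variance, both of these, TMM normalization or the count filter. They also stayed apart when each library was left out in turn. On log2 values the gap was narrow, with CAP replicate 3 at -20.8 and air replicate 1 at -22.4.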

To identify transcriptional alterations driven by CAP exposure, we performed mRNA expression profiling. Hierarchical clustering of the expression of 68 differentially expressed genes (DEGs) revealed a distinct transcriptomic profiling pattern between the samples as illustrated in a heatmap (Figure 2B) from low expression (green) to high expression (red). 

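The genes that Tables S4 and S5 list with an absolute log2 fold change of at least 1 number 69, of which 45 are higher and 24 lower in CAP. Clustering the 6 libraries on these genes (average linkage, 1 minus the Pearson correlation of log2 values) parted CAP from air at the first split. The genes were chosen by the study on these same libraries, so that this split is not independent evidence. Among them, Krt19, which encodes an epithelial keratin, was at 36.1 ± 12.8 (SD, n = 3) normalized counts in air and 310.0 ± 210.1 (SD, n = 3) in CAP, and Tnfsf11, which encodes the osteoclast factor RANKL, at 208 ± 73.0 (SD, n = 3) and 57.3 ± 47.4 (SD, n = 3). CAP replicate 2 was the highest or lowest of the 6 libraries in 55 of the 69 genes. Over all 14792 tested genes, the first split parted CAP replicate 2 from the other 5 libraries, and CAP replicate 3 joined air replicate 1 before any other library.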

Given a *q*-value cutoff ≤ 0.05, we identified 166 genes that were differentially expressed. This included 122 genes that were upregulated and 44 that were downregulated in the CAP vs. air groups. 

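Lists of cell growth genes, fixed before the data were examined but after the paper's tables had been seen, were higher in CAP as sets. All 30 mitosis genes had positive log2 fold changes (median 0.80), among them the spindle gene Ckap2 at 1.10 (standard error 0.27) and the anaphase activator Cdc20 at 1.26 (standard error 0.34), which was 0.73 without CAP replicate 2. The camera set test gave an adjusted p of 8.43e-18, and adjusted p = 0.48 with an estimated correlation, with 8 genes higher when adjusted over the list alone. The mean log2 difference of these genes was 0.71 with all libraries and 0.34 without CAP replicate 2. All 30 DNA replication genes (median 0.66) and all 30 ribosome biogenesis genes (median 0.62) were likewise positive, with camera adjusted p of 4.62e-13 and 6.14e-17, and adjusted p = 0.48 for each with an estimated correlation; adjusted over the list alone, 0 genes of either passed. Without CAP replicate 2 the mean log2 difference fell from 0.56 to 0.25 for DNA replication and from 0.58 to 0.29 for ribosome biogenesis. By fry, a second set test, the adjusted p of each of these 3 lists was 0.344. Tables S4 and S5 hold 6 of the mitosis genes, Ckap2 and Cdc20 among them, 1 DNA replication gene and 2 ribosome biogenesis genes. The study chose those genes on these libraries, so that they are not independent evidence. Of 26 endothelial genes 21 had negative log2 fold changes, and the median was -0.98, with a camera adjusted p of 8.69e-05 and adjusted p = 0.507 with an estimated correlation. CAP replicate 2 stood apart in these lists: its median for DNA replication was 1.20 above the air mean, against 0.35 and 0.08 in CAP replicates 1 and 3, and it was the lowest library for endothelial and stromal markers. Of the 14792 genes, 0 passed edgeR's quasi-likelihood test at an adjusted p of 0.05 with all libraries and 0 without CAP replicate 2, while 871 higher and 693 lower genes had an unadjusted p under 0.05. The lowest adjusted p was 0.334 with all libraries and 0.0561 without CAP replicate 2. By limma-voom 0 genes passed, and by DESeq2 22 higher and 2 lower genes passed. In alternatives chosen after the data were seen, DESeq2 called 29 higher and 14 lower genes with CAP replicate 2 left out, 425 and 369 with CAP replicate 3 left out, 114 and 35 with a local dispersion trend, and 85 and 55 with that trend and CAP replicate 2 left out. Adjusted over the list alone, the interferon response list had 5 higher genes by edgeR, and of its 37 genes 36 had positive log2 fold changes. Tables S4 and S5 hold 6 genes of this list. The median of this list was -0.38 in CAP replicate 2, below every air library, and 0.43 and 0.96 in CAP replicates 1 and 3; its camera adjusted p was 1.53e-10, 0.0887 without CAP replicate 3 (8.82e-54 to 0.0887 over the alternatives with the preset correlation), and adjusted p = 0.48 with an estimated correlation. In 2501 genes, 16.9% of those tested, the groups did not overlap. By chance the share is 10% on average over all splits of the libraries into equal groups. Genes vary together, so that a single split can lie far from this average, and the share in the other splits was not tested. With the libraries split otherwise, up to 1353 genes had an unadjusted p under 0.05 by edgeR's quasi-likelihood test.

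**Figure D1:**
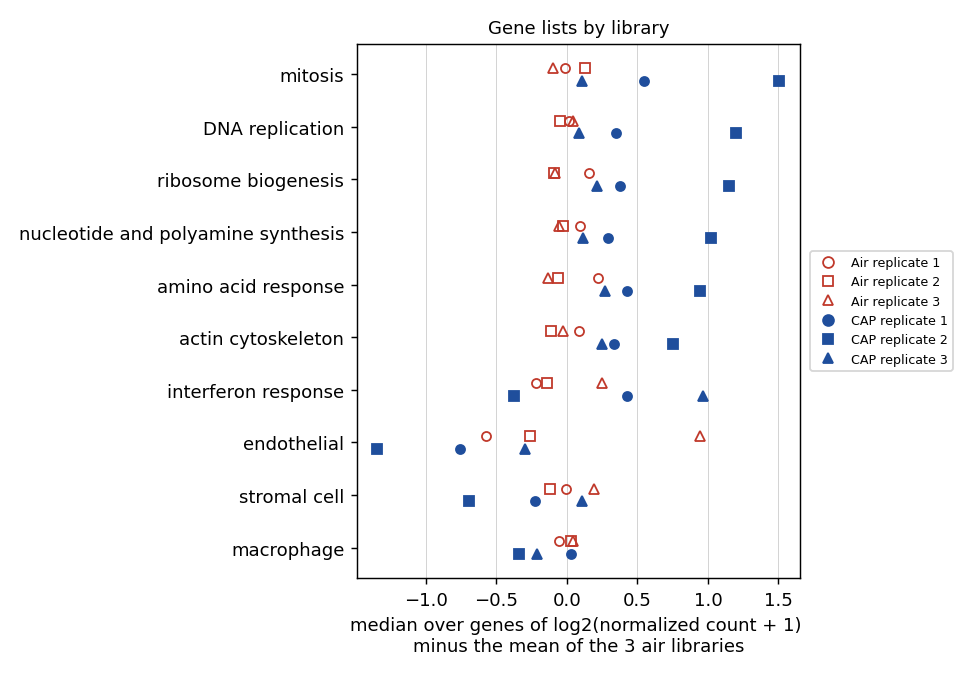
Each row is a list of genes and each point 1 library: the median over the list's genes of log2(normalized count + 1), less the mean of the 3 air libraries for each gene. Open red symbols are air and filled blue symbols CAP libraries. CAP replicate 2 lies at 1.51 for mitosis and -1.34 for endothelial genes, and air replicate 3 at 0.94 for endothelial genes.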

The most upregulated or downregulated DEGs are located in a volcano plot (*p*-value vs. FC) in Figure 2C. We further analyzed these DEGs according to a fold change. Given a *q*-value ≤ 0.05, we identified 104 that were upregulated by >1.5 fold (log_2_ FC ≥ 0.6). 

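The 104 genes of Table S4 were each higher in CAP, and in 103 of them every CAP library exceeded every air library. Genes of the interferon response stood among them: Oas3 was at 916 ± 113 (SD, n = 3) normalized counts in air and 2022 ± 125 (SD, n = 3) in CAP, a log2 fold change of 1.14 (standard error 0.14), and Helz2, an interferon-induced helicase, had a log2 fold change of 0.71 (standard error 0.13). Cd5l, a secreted macrophage protein, had 1.10 (standard error 0.16). By edgeR's quasi-likelihood test the adjusted p was 0.334 for Oas3 and 0.468 for Helz2 and Cd5l, and by DESeq2 it was 1.23e-08, 0.00435 and 2.52e-06. Rnd1 was far higher in CAP replicate 2 than in the rest: it was at 537 normalized counts there, at 153 and 74.9 in CAP replicates 1 and 3 and at most at 48.8 in air, with a log2 fold change of 2.49 that was 1.33 without CAP replicate 2. CAP replicate 2 was the highest or lowest library in 93 of the 104 genes. Of these genes 0 passed edgeR's test, 104 had an unadjusted p under 0.05 and 18 passed DESeq2. The genes were chosen by the study on these libraries, so that their shared direction is not independent evidence.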

The top 20 of these genes are listed in Table 1, while the complete list is provided in Supplementary Table S4. Given a *q*-value ≤ 0.05, we identified 34 that were downregulated by <−1.5 fold (log_2_FC ≤ −0.6). 

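The 34 genes of Table S5 were each lower in CAP, and in 33 of them the groups did not overlap. Tnfrsf21, which encodes the death receptor DR6, was at 2401 ± 365 (SD, n = 3) normalized counts in air and 1432 ± 96.6 (SD, n = 3) in CAP, a log2 fold change of -0.75 (standard error 0.14). Atp6v1c2, a subunit of the proton pump of lysosomes, had a log2 fold change of -2.55 (standard error 0.52). Both passed DESeq2, with adjusted p of 0.0132 and 0.00393, and had an adjusted p of 0.468 by edgeR's quasi-likelihood test. Many of the others were rare transcripts: 14 of the 34 averaged under 50 normalized counts, and 5 had no count in any CAP library. Of these, Chl1, a neural adhesion gene, had 40 counts over the air libraries and was at least 13.8-fold lower in CAP, and Pou3f3, a transcription factor, was at least 12.0-fold lower, each against a floor of 3 counts over the group. Of these genes 0 passed edgeR's test, 34 had an unadjusted p under 0.05 and 2 passed DESeq2. The study chose these genes on the same libraries, so that their direction is not independent evidence.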

The top 20 of these genes are listed in Table 2, while the complete list is provided in Supplementary Table S5.

### 3.2. miRNA Analysis

Using the same samples, we performed a similar analysis of miRNA expression. PCA analysis of these samples (Figure 3A) revealed 69.0% and 19.2% variation of the six miRNA samples. This analysis reveals clear separations between the CAP (blue) and air (red) samples. Hierarchical clustering of the expression of 38 differentially expressed miRNAs (DE miRNAs) revealed a unique miRNA profiling pattern, as illustrated in a heatmap (Figure 3B). Given a *q*-value cutoff ≤ 0.05, we identified 108 unique miRNAs that were differentially expressed. This included 55 miRNAs that were upregulated and 53 that were downregulated in the CAP vs. air groups. The most upregulated and downregulated miRNAs are located in a volcano plot (Figure 3C). We further analyzed these DE miRNAs according to fold change. Given a *q*-value ≤ 0.05, we identified 19 that were upregulated by >1.5 fold (log_2_ FC ≥ 0.6) and 19 that were downregulated by >1.5 fold (log_2_FC ≤ -0.6). These miRNAs are listed in Table 3.

### 3.3. Biological Function Analysis

To identify biological functions involving the DEGs and DE miRNAs, we used ingenuity pathway analysis (IPA). 

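Lists of genes of the actin cytoskeleton, the extracellular matrix and the amino acid response were higher in CAP as sets by camera. By fry, a second set test, none of them passed, with adjusted p of 0.337, 0.241 and 0.276 in this order. Of 32 genes of the actin cytoskeleton, 25 had a positive log2 fold change, among them the actin crosslinker Flnc at 0.71 (standard error 0.16), and the camera adjusted p was 5.35e-08, with adjusted p = 0.48 with an estimated correlation. Of 30 genes of the amino acid response, 27 were positive, among them Asns, which encodes asparagine synthetase, at 0.76 (standard error 0.22), or 0.50 without CAP replicate 2; the camera adjusted p was 3.25e-17, and adjusted p = 0.446 with an estimated correlation. Of 32 extracellular matrix genes, 20 were positive, among them the collagen chaperone Serpinh1 at 0.71 (standard error 0.16), with a camera adjusted p of 0.00191, which was 0.121 without CAP replicate 3 (2.27e-06 to 0.121 over the alternatives with the preset correlation), and adjusted p = 0.446 with an estimated correlation. For 30 angiogenic factors, with 12 positive and 18 negative, the camera adjusted p was 0.361, and for 25 integrins 0.88. Among the endothelial genes, Pecam1 was at 177, 219 and 701 normalized counts in the air libraries and 159, 31.9 and 163 in CAP, and its log2 fold change of -1.63 was -0.74 without air replicate 3. No member of these lists passed edgeR's test over all genes, and adjusted over the list alone there were 12 higher and 4 lower for actin, 21 higher and 0 lower for amino acid and 10 higher and 1 lower for matrix genes, 6 higher and 4 lower for angiogenic factors and 2 higher and 0 lower for integrins. Tables S4 and S5 hold 10 of the actin, 7 of the amino acid and 7 of the matrix genes, which were known from the paper when the lists were fixed.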

For the 166 DEGs, we found the most impacted, biological functions involved cellular movement, tissue development, cardiovascular system development and function, cellular assembly and organization, and cellular function and maintenance (Table 4). Other functions implicated to a lesser extent were those involving metabolic processes and signal transduction. Similarly, many of the 108 DE miRNAs were predicted to be involved in functions involved in cell movement, survival, development, growth, cardiovascular system development and function, signaling, and organization (Table 5).

### 3.4. qRT-PCR Validation

To validate results from our transcriptomics analysis, we performed qRT-PCR for a subset of differentially expressed mRNAs (Figure 4, Table 6) that are involved in those functions identified in the IPA analysis (Table 4). We also performed a similar qRT-PCR analysis of selected DE miRNAs (Figure 4, Table 6). 

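In the mRNA libraries, CAP over air, the counts of Ccl5 were 5.74-fold, of Itga3 2.07-fold, of Dusp10 1.80-fold and of Dock9 1.66-fold, and these genes were higher in every CAP library than in every air library. Tgfb2 was at 0.535 times and Cxcr3 at 0.418 times the air level, again without overlap between the groups. Marcks, which encodes a substrate of protein kinase C, was at 0.55 times the air level, and its groups overlapped. Hprt, the internal control of the qRT-PCR, was at 3314 ± 675 (SD, n = 3) normalized counts in air and 3268 ± 714 (SD, n = 3) in CAP. None of these genes passed edgeR's quasi-likelihood test over all genes, and Ccl5 and Itga3 passed DESeq2, with adjusted p of 0.00257 and 0.0238. In alternatives chosen after the data were seen, that of Itga3 was 0.00158 with a local dispersion trend, 0.0325 with CAP replicate 2 left out, 0.00161 with CAP replicate 3 left out and 0.201 with that trend and CAP replicate 2 left out. Ccl5 passed in all of these. Dock9 and Cxcr3 passed with the local trend, at 0.029 and 0.0354. Dock9, Dusp10, Marcks and Tgfb2 passed with CAP replicate 3 left out, at 0.0304, 0.0263, 0.00768 and 0.00157. None of these 5 genes passed with CAP replicate 2 left out, with or without the local trend. Tek, which the paper also measured by qRT-PCR, had an RNA-seq fold change of 0.025 in the paper. Its fall by qRT-PCR there was far smaller, with a wide standard error. For every mRNA in Tables 6 and 7, the paper's qRT-PCR gave the same direction as its RNA-seq. The values were close for Marcks, Dusp10 and Tgfb2, and the changes smaller by qRT-PCR for Ccl5, Itga3, Dock9 and Cxcr3. The qRT-PCR samples were not analysed here.

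**Figure D2:**
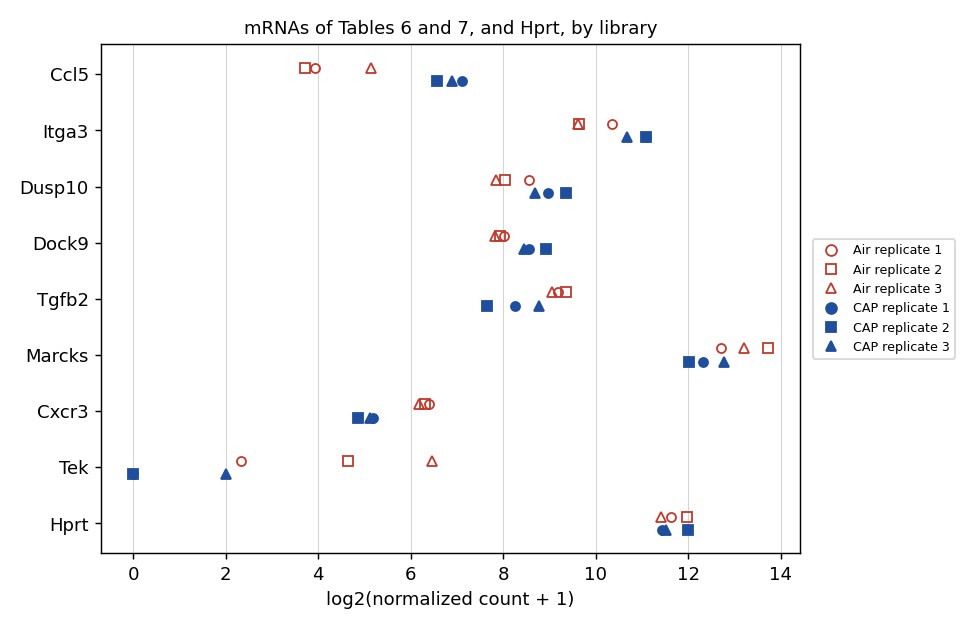
Each row is a gene and each point the log2(normalized count + 1) of 1 library, open red for air and filled blue for CAP. The points of the groups overlap for Marcks and Hprt.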

Our results both confirmed the direction of change (upregulated vs. downregulated) and had a high level of consistency with regards to the extent of the change (fold change). Since there is a reciprocal relationship between miRNA expression and the expression of their target mRNAs, we sought to confirm some of these relationships among our DEGs and DE-miRNAs. 

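Dusp10, a phosphatase of stress-activated kinases, was higher in CAP and Tgfb2, a transforming growth factor, was lower. Dusp10 lies on chromosome 1 of GRCm38 from 184013302 to 184075636 and was at 289.9 ± 76.3 (SD, n = 3) normalized counts in air and 523 ± 119.9 (SD, n = 3) in CAP, a log2 fold change of 0.85 (standard error 0.25). Tgfb2 lies on chromosome 1 of GRCm38 from 186622792 to 186705989 and was at 587 ± 61.9 (SD, n = 3) and 314 ± 117 (SD, n = 3), a log2 fold change of -0.90 (standard error 0.27). The adjusted p of both was 0.468 by edgeR's quasi-likelihood test and 0.173 by DESeq2. Tgfb2 was lowest, and Dusp10 highest, in CAP replicate 2, at 201 and 652 normalized counts. The miRNA libraries were not analysed here.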

Consistent with prior reports [29,30,31,32], our RNA-seq data and our qRT-PCR results confirmed reciprocal relationships between mir-214-3p and *Ccl5*, mir-450a-5p and *Dusp-10*, and mir-92a-3p and *Tgfb2* (Figure 4, Table 7). Finally, we used a bioinformatics database [30] to identify additional, documented, reciprocal relationships between the 166 DEGs and the 108 DE miRNAs (Figure 5). 

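The 8 lower mRNAs of Fig. 5 were each lower in CAP and the 20 higher mRNAs each higher, with no overlap between the groups in any of them. Among the higher ones, Axl, a receptor tyrosine kinase, had a log2 fold change of 0.99 (standard error 0.26) and Csf1, the macrophage growth factor, of 0.81 (standard error 0.23), which were 0.63 and 0.48 without CAP replicate 2. Among the lower ones, Cd1d1, which presents lipid antigens, had a log2 fold change of -1.18 (standard error 0.31). Their adjusted p was 0.468 by edgeR's quasi-likelihood test, and 0 of these genes passed it. The camera adjusted p was 4.08e-27 for the higher and 2.22e-12 for the lower mRNAs, with adjusted p = 0.446 and adjusted p = 0.426 with an estimated correlation. The study chose these mRNAs from the same libraries for their direction, so that neither the counts nor the set tests are independent evidence of it.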

Our detected changes in the levels of mir-7b-5p, mir-466k, mir-499-5p, mir-11-3p, mir-3110-5p, mir-34b-5p, and mir-450a-5p (Table 3) were consistent with the inverse expression levels of some target mRNAs, further supporting the validity of our data.

## 4. Discussion

Exposure to PM_2.5_ is associated with cardiovascular morbidity and mortality in humans [2,3] and promotes pre-clinical vascular disease in animal models of exposure [33,34,35]. Some studies propose that quantitative [16,17,36,37] or qualitative [18] defects in EPCs may underlie these outcomes. Yet the mechanistic basis for PM_2.5_-mediated EPC depletion or dysfunction is not completely understood. To this end, in this study, we used a transcriptomic approach to identify gene expression changes in EPCs isolated from the bone marrow of mice exposed to CAP. Compared with control cells isolated from mice breathing filtered air, we identified multiple mRNAs and miRNAs that were either upregulated or downregulated in exposed mice. The top predicted biological functions impacted by these changes are those involving cell movement, cell and tissue development, cell death and survival, and cellular assembly and organization. These predictions are consistent with the role of EPCs in vascular maintenance and repair, and with previously identified, CAP-induced impairments in proliferation, in vitro tube formation, and angiogenesis [18]. Thus, these PM_2.5_-induced changes in EPC gene expression may form the basis of EPC defects and be early indices of incipient cardiovascular disease.

Multiple mechanisms may contribute to the gene expression changes we observed. Epigenetic modifications are implicated, given that the RNA samples used for transcriptomics analysis were isolated from EPCs after 10 days of culture following bone marrow collection from exposed mice. One possible epigenetic mechanism is the post-transcriptional regulation of mRNA levels through targeting miRNAs. Consistent with this idea, we did identify reciprocal relationships between representative dysregulated genes and at least one of their documented, targeting miRNAs (Table 7). Supporting this mechanism of PM_2.5_-induced gene expression changes, other studies also suggested that particle inhalation [38,39] or exposure to particles in cell culture models [40,41] induces the upregulation or downregulation of specific miRNAs. Other epigenetic mechanisms may involve the modification of nuclear material. Methylation of cytosine residues in DNA promoter regions generally inhibits gene expression [42]. In support of this mechanism, some prior studies have determined that exposure to PM_2.5_ induces site-specific DNA methylation, thereby limiting mRNA and protein expression [43,44,45]. DNA methylation is catalyzed by the family of DNA methyltransferases (DNMTs) and, consistently, prior evidence also suggested that PM_2.5_ exposure can activate DNMTs [46]. Furthermore, it has also been shown that reactive oxygen species (ROS) can upregulate DNMT expression [47]. As ROS production is an early and robust outcome of PM_2.5_ inhalation [48], such exposures can thus effectively regulate DNMT expression or activity in promoting methylation. The regulation of gene expression through promoter DNA methylation may be a common outcome of exposure to other environmental toxins as well, and has also been reported following exposure to cigarette smoke [49], volatiles [50], or metals [51], which can also be a constituent of air pollution particles. Finally, in addition to DNA modifications, histone modifications (e.g., methylation, acetylation) can alter chromatin structure, thereby facilitating or impairing transcriptional processes [42]. Recent evidence likewise suggests PM_2.5_ may promote histone acetylation and that this may be accomplished in a dose- and time-dependent manner [52,53].

Exposure to PM_2.5_ is known to negatively impact vascular function and/or the ability of EPCs to maintain vascular homeostasis [18,33,34]. This is supported by our function analysis in the current study, which suggested the influence of PM_2.5_ on genes that regulate cardiovascular system development and function. Furthermore, some of the specific gene expression changes we observed are consistent with PM_2.5_-induced impairments in EPC function. EPC-expressed Cxcr3 is a receptor for multiple CXC chemokines that collectively promote the mobilization, migration, and homing of these cells [54,55]. 

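Cxcr3 encodes a chemokine receptor and lies on chromosome X of GRCm38 from 101731535 to 101734269. Its level was low in all libraries, at 77.7 ± 6.13 (SD, n = 3) normalized counts in air and 32.3 ± 3.90 (SD, n = 3) in CAP, and the groups did not overlap. The log2 fold change was -1.26 (standard error 0.33), with an adjusted p of 0.468 from edgeR's quasi-likelihood test and 0.169 from DESeq2. Of 11 chemokine receptor genes tested, 4 had a positive and 7 a negative log2 fold change, and the camera adjusted p of the list was 0.395. Without air replicate 1 it was 0.0319, with the list lower in CAP (0.0319 to 0.826 over the alternatives with the preset correlation), and with an estimated correlation adjusted p = 0.665. Cx3cr1, the fractalkine receptor, had a log2 fold change of 2.29 (standard error 0.63) with 9 counts over the air and 47 over the CAP libraries.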

We found that *Cxcr3* is downregulated in EPCs from CAP-exposed mice (Table 2 and Table 6), thus potentially limiting the availability of these cells for the repair of distal tissue damage. Other gene expression changes we observed are consistent with an impairment in EPC differentiation. For instance, signaling through the angiopoietin receptor Tek (Tie2), a commonly used marker of mature EPCs, is important in controlling the differentiation of these cells [56]. Its downregulation (Table 2 and Table 6) suggests inefficient EPC maturation in exposed animals. 

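Tek, the angiopoietin receptor, was rare in these libraries and lower in CAP. It lies on chromosome 4 of GRCm38 from 94739289 to 94874976 and had 4, 24 and 86 counts in the air libraries and 0, 0 and 3 in the CAP libraries. The ratio of CAP to air was 0.0255, with a 95% counting interval from 0.00518 to 0.0764, which covers counting error only. The log2 fold change was -5.13 with all libraries and -3.69 without air replicate 3, and without CAP replicate 3 no count in CAP was left. The adjusted p was 0.468 by edgeR's quasi-likelihood test and 0.0935 by DESeq2. In alternatives chosen after the data were seen, DESeq2 gave 0.0204 with a local dispersion trend and 0.00523 with CAP replicate 3 left out. With CAP replicate 2 left out it gave 0.138, and 0.272 with the local trend as well. Air replicate 3 held most of the counts of Tek, and it was also the highest library for Cdh5, with log2 fold change -1.72 (standard error 0.64), and for the endothelial list. Without air replicate 3 the camera adjusted p of that list was 0.0369 (5.98e-07 to 0.0369 over the alternatives with the preset correlation), with the list still lower in CAP; with an estimated correlation and all libraries it was 0.507. Without air replicate 3 the log2 fold change of Cdh5 was -0.66.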

Among its effects, the proto-oncogene Myc appears to support cellular de-differentiation and, indeed, was one of the original factors used in the generation of induced pluripotent stem cells [57]. Its upregulation in our study (Supplementary Table S4) further suggests a mechanism whereby PM_2.5_ exposure may impede EPC differentiation. 

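Myc, which drives growth and ribosome synthesis, lies on chromosome 15 of GRCm38 from 61985391 to 61990374 and was at 652 ± 27.1 (SD, n = 3) normalized counts in air and 1248 ± 585 (SD, n = 3) in CAP. Every CAP library exceeded every air library, and CAP replicate 2 was the highest at 1913. The log2 fold change was 0.94 (standard error 0.29), and 0.48 without CAP replicate 2, with an adjusted p of 0.468 from edgeR's quasi-likelihood test and 0.173 from DESeq2. Of 21 genes of nucleotide and polyamine synthesis, 20 had a positive log2 fold change, among them the purine synthesis gene Gart at 0.74 (standard error 0.20), or 0.46 without CAP replicate 2, with a camera adjusted p of 1.66e-09 and adjusted p = 0.48 with an estimated correlation. Tables S4 and S5 hold 5 genes of this list, Gart among them, which were known when the list was fixed.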

Finally, Ccl5 (Rantes) is a pro-inflammatory cytokine released by early EPCs but to a much lesser extent by late EPCs [58]. The upregulation of *Ccl5* in EPCs derived from CAP-exposed mice (Table 1 and Table 7) is consistent with the idea that these cells remain in an early, immature state, being inefficient in promoting vascular repair. 

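Ccl5, a pro-inflammatory chemokine, was higher in every CAP library than in every air library. It lies on chromosome 11 of GRCm38 from 83525778 to 83530518 and was at 14.2, 12.1 and 34.6 normalized counts in the air libraries and 137, 94.7 and 119 in CAP. Its log2 fold change was 2.52 (standard error 0.43), the third lowest unadjusted p of all genes, with an adjusted p of 0.468 from edgeR's quasi-likelihood test and 0.00257 from DESeq2. In the alternatives of DESeq2 chosen after the data were seen, it was 3.40e-05 to 0.00641. Leaving out each library in turn gave log2 fold changes of 2.26 to 3.14. Of 24 inflammatory cytokine genes tested, 13 had a positive and 11 a negative log2 fold change. The camera adjusted p of the list was 0.0214, with 0.0916 without CAP replicate 3, 0.104 with limma-voom (0.0023 to 0.104 over the alternatives with the preset correlation) and adjusted p = 0.446 with an estimated correlation. By fry, a second set test, the adjusted p of the list was 0.00845. Another member, the chemokine gene Ccl7, had a log2 fold change of 1.09 (standard error 0.30), or 0.64 without CAP replicate 2. The paper takes Ccl5 to fit the idea of cells that stay early and immature, and Cxcr3 as a potential limit on cells for repair. From Tek it proposes inefficient maturation, and from Myc a way in which exposure may impede differentiation.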

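Itga3, an integrin subunit, and Dock9, an activator of the GTPase Cdc42, were higher in CAP in every library, and Marcks was lower on average. Itga3 lies on chromosome 11 of GRCm38 from 95044474 to 95076801 and was at 965 ± 297 (SD, n = 3) normalized counts in air and 1994 ± 313 (SD, n = 3) in CAP, a log2 fold change of 1.05 (standard error 0.22). Dock9 lies on chromosome 14 of GRCm38 from 121542046 to 121797837 and had a log2 fold change of 0.74 (standard error 0.20). Marcks lies on chromosome 10 of GRCm38 from 37133375 to 37138920 and was at 6735, 13535 and 9443 normalized counts in the air libraries and 5117, 4165 and 7063 in CAP, a log2 fold change of -0.86 (standard error 0.27), which was -0.57 without air replicate 2. By edgeR's quasi-likelihood test the adjusted p of these 3 genes was 0.468.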

Other DEGs we identified and confirmed by qRT-PCR *(Itga3, Marcks, Dock9, Dusp-10*; Table 6 and Table 7) play general roles in cell adhesion, cytoskeletal organization, growth, and differentiation, and may likewise play essential roles in EPC mobilization, homing, migration, and tissue repair. Some of the DEGs and DE-miRNAs identified in our analysis (Table 1, Table 2 and Table 3) have an uncertain role in EPC function, and a delineation of their roles requires more sophisticated approaches in future studies. Nevertheless, the current work suggests PM_2.5_-induced changes in gene expression may underlie widespread functional defects in EPCs that could lead to impairments in vascular repair and promotion of CVD.

Our findings are significant because they show that PM_2.5_-induced gene expression changes can occur in a tissue (bone marrow) that is distal from the tissue of initial exposure (lungs). These long-range PM_2.5_ effects are believed to initiate largely from redox-catalyzed lipid peroxidation and the generation of toxic intermediates such as aldehydes in the lungs. These intermediates are then distributed systemically through peripheral blood circulation to impact the function of other tissues [59]. There is strong evidence that lipid peroxidation products and aldehydes can influence DNA methylation and histone acetylation patterns [60], as well as miRNA expression levels [61,62]. Thus, PM_2.5_-induced oxidative stress may be causative in the gene expression changes we observed. Supporting this idea, measures taken to limit oxidative stress [18,37], or to neutralize aldehydes [63], appear to limit the downstream, toxic effects of PM_2.5_ exposure and can reverse some of gene expression changes we previously observed [18].

One limitation of this study is that it is not clear if our results are applicable to all exposure scenarios, as PM_2.5_ concentration and composition may vary according to locale and in a seasonal and temporal manner. However, the location of our exposure facility in downtown Louisville assures that particles are derived from diverse and voluminous vehicle exhausts and are generally reflective of traffic-derived PM_2.5_ in any locale. Furthermore, with a 30-day exposure period, we expect the effects of daily variations in composition would be minimized. Consistent with this idea, the predicted biological functions impacted by the gene and miRNA expression changes we observed are consistent with air pollution-induced quantitative and qualitative defects in EPCs that have been previously reported [18,36,37].

## 5. Conclusions

In summary, we identified multiple changes in the expression of distinct mRNAs and miRNAs in bone marrow-derived EPCs isolated from mice inhaling CAP. Some of the predicted biological functions impacted by these changes are those regulating EPC availability or vascular repair potential. These results shed further mechanistic insight with regards to the origin of vascular pathologies associated with air pollution exposures in humans and add to the growing literature suggesting that environmental exposure to volatiles, metals, and chemicals impact health by inducing gene expression changes in diverse cell and tissue types [64,65,66,67,68].

## Figures and Tables

**Figure 1:**
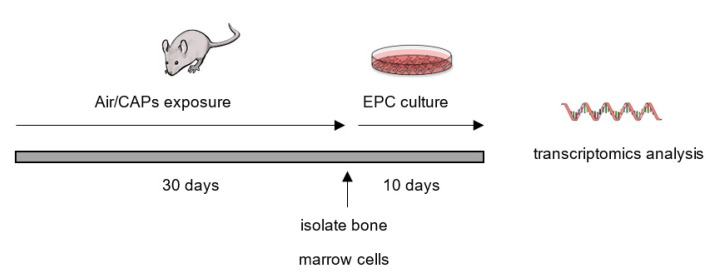
Experimental protocol. Illustrated is the timeline of animal treatment, cell culture, and RNA analysis.

**Figure 2:**
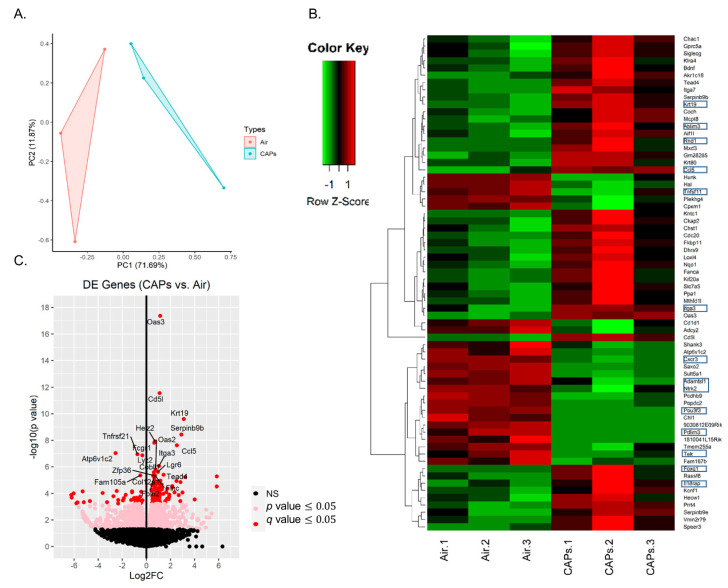
mRNA sequence analysis. Illustrated is a principal component analysis (PCA) for the analysis of mRNA (**A**), a heat map depicting 68 differentially expressed genes (|log_2_FC| ≥ 1), where the Z-score values obtained by scaling the expression of the genes is denoted in a color code from lower (green) to higher (red) (**B**), and a volcano plot (log_2_FC vs. −log10 (*p*-value)) of DEGs (**C**). Boxed genes (**B**) are those that are implicated in EPC function.

**Figure 3:**
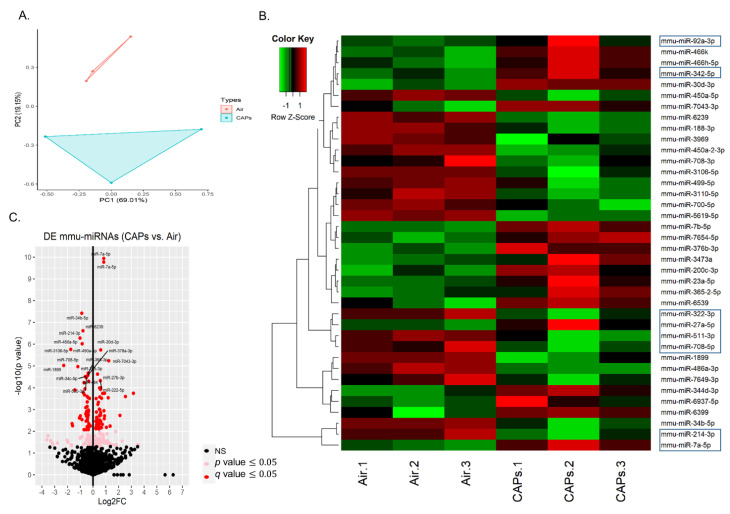
miRNA sequence analysis. Illustrated is a principal component analysis (PCA) for the analysis of miRNA (**A**), a heat map depicting 38 differentially expressed miRNAs (|log_2_FC| ≥ 0.6 where the Z-score values obtained from scaling the expression of the miRNAs is denoted in a color code from lower (green) to higher (red) (**B**), and a volcano plot (log_2_FC vs. −≤log10 (*p*-value)) of the DE miRNAs (**C**). Boxed miRNAs (**B**) are those that are implicated in EPC function.

**Figure 4:**
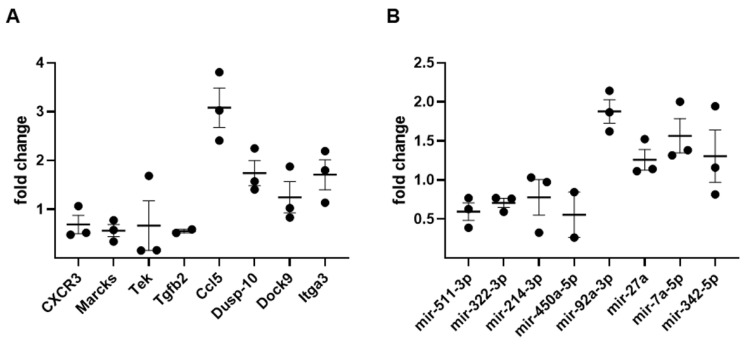
rtPCR confirmation. Illustrated are the fold changes for selected, differentially expressed mRNAs (**A**) or miRNAs (**B**) as determined by qRT-PCR. Downregulated RNAs have an average fold change <1, while upregulated RNAs have a fold change >1.

**Figure 5:**
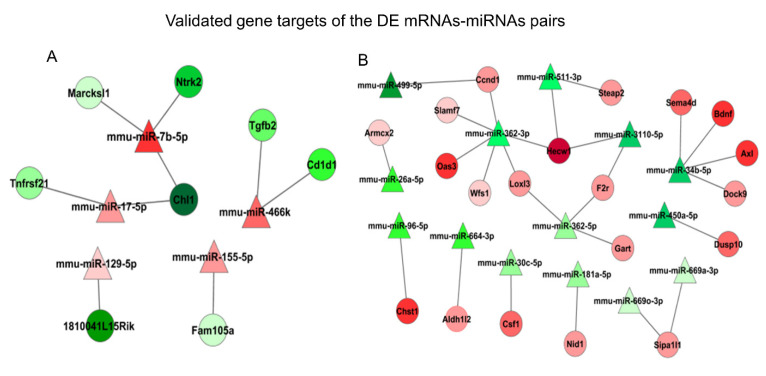
mRNA–miRNA relationships. Illustrated are documented, inverse mRNA–miRNA relationships consistent with the changes in EPCs we identified. (**A**) Downregulated mRNAs (green) and upregulated miRNAs (red); (**B**) upregulated mRNAs (red) and downregulated miRNAs (green). Color shade (darkest to lightest) is indicative of relative FC (greatest to least).

**Table 1:** Upregulated genes.

Ensembl ID	Gene Symbol (Description)	Log_2_(FC)	*q*-Value
ENSMUSG00000090362	Vmn2r79 (vomeronasal 2, receptor 79)	5.8	3.5 × 10^−3^
ENSMUSG00000067855	Speer3 (spermatogenesis associated glutamate (E)-rich protein 3)	5.8	1.1 × 10^−2^
ENSMUSG00000062342	Serpinb9e (serine (or cysteine) peptidase inhibitor, clade B, member 9e)	4.0	3.6 × 10^−2^
ENSMUSG00000020950	Foxg1 (forkhead box G1)	3.2	3.8 × 10^−3^
ENSMUSG00000020911	Krt19 (keratin 19)	3.1	1.2 × 10^−6^
ENSMUSG00000051726	Kcnf1 (potassium voltage-gated channel, subfamily F, member 1)	3.0	1.9 × 10^−2^
ENSMUSG00000021403	Serpinb9b (serine (or cysteine) peptidase inhibitor, clade B, member 9b)	2.9	1.3 × 10^−5^
ENSMUSG00000079654	Prrt4 (proline-rich transmembrane protein 4)	2.8	6.7 × 10^−3^
ENSMUSG00000021301	Hecw1 (HECT, C2, and WW domain-containing E3 ubiquitin protein ligase 1)	2.8	4.1 × 10^−2^
ENSMUSG00000029370	Rassf6 (Ras association (RalGDS/AF-6) domain family member 6)	2.7	2.4 × 10^−2^
ENSMUSG00000035042	Ccl5 (chemokine (C-C motif) ligand 5)	2.5	4.8 × 10^−5^
ENSMUSG00000054855	Rnd1 (Rho family GTPase 1)	2.5	6.3 × 10^−3^
ENSMUSG00000026068	Il18rap (interleukin 18 receptor accessory protein)	2.3	1.9 × 10^−2^
ENSMUSG00000001864	Aif1l (allograft inflammatory factor 1-like)	2.1	1.0 × 10^−2^
ENSMUSG00000032735	Ablim3 (actin binding LIM protein family, member 3)	2.1	1.2 × 10^−2^
ENSMUSG00000020953	Coch (cochlin)	1.9	2.4 × 10^−2^
ENSMUSG00000037185	Krt80 (keratin 80)	1.9	2.8 × 10^−2^
ENSMUSG00000030468	Siglecg (sialic acid binding Ig-like lectin G)	1.9	3.6 × 10^−2^
ENSMUSG00000027313	Chac1 (ChaC, cation transport regulator 1)	1.7	1.4 × 10^−2^
ENSMUSG00000079852	Klra4 (killer cell lectin-like receptor, subfamily A, member 4)	1.7	3.4 × 10^−2^

Listed are the top 20 most upregulated genes (*q* ≤ 0.05; log_2_FC ≥ 0.6), sorted by log_2_FC.

**Table 2:** Downregulated genes.

Ensembl ID	Gene Symbol (Description)	Log_2_(FC)	*q*-Value
ENSMUSG00000030077	Chl1 (cell adhesion molecule L1-like)	−6.2	2.4 × 10^−2^
ENSMUSG00000062760	1810041L15Rik (RIKEN cDNA 1810041L15 gene)	−6.2	3.1 × 10^−2^
ENSMUSG00000045515	Pou3f3 (POU domain, class 3, transcription factor 3)	−6.0	2.1 × 10^−2^
ENSMUSG00000031636	Pdlim3 (PDZ and LIM domain 3)	−5.8	4.9 × 10^−2^
ENSMUSG00000045008	9030612E09Rik (RIKEN cDNA 9030612E09 gene)	−5.7	4.6 × 10^−2^
ENSMUSG00000006386	Tek (TEK receptor tyrosine kinase)	−5.3	1.8 × 10^−2^
ENSMUSG00000022803	Popdc2 (popeye domain containing 2)	−5.2	4.5 × 10^−2^
ENSMUSG00000051242	Pcdhb9 (protocadherin β 9)	−4.7	4.1 × 10^−2^
ENSMUSG00000050493	Fam167b (family with sequence similarity 167, member B)	−3.6	2.0 × 10^−2^
ENSMUSG00000036502	Tmem255a (transmembrane protein 255A)	−3.3	4.5 × 10^−2^
ENSMUSG00000066113	Adamtsl1 (ADAMTS-like 1)	−2.7	2.7 × 10^−2^
ENSMUSG00000020566	Atp6v1c2 (ATPase, H+ transporting, lysosomal V1 subunit C2)	−2.6	1.6 × 10^−4^
ENSMUSG00000038570	Saxo2 (stabilizer of axonemal microtubules 2)	−2.5	1.7 × 10^−2^
ENSMUSG00000055254	Ntrk2 (neurotrophic tyrosine kinase, receptor, type 2)	−2.3	5.0 × 10^−2^
ENSMUSG00000000739	Sult5a1 (sulfotransferase family 5A, member 1)	−2.3	3.7 × 10^−2^
ENSMUSG00000022623	Shank3 (SH3 and multiple ankyrin repeat domains 3)	−1.9	3.8 × 10^−2^
ENSMUSG00000022015	Tnfsf11 (tumor necrosis factor (ligand) superfamily, member 11)	−1.9	3.2 × 10^−2^
ENSMUSG00000027408	Cpxm1 (carboxypeptidase X 1 (M14 family))	−1.7	2.4 × 10^−2^
ENSMUSG00000050232	Cxcr3 (chemokine (C-X-C motif) receptor 3)	−1.3	3.7 × 10^−2^
ENSMUSG00000053414	Hunk (hormonally upregulated Neu-associated kinase)	−1.2	1.8 × 10^−2^

Listed are the top 20 most downregulated genes (*q* ≤ 0.05; log_2_FC < -0.6), sorted by log_2_FC.

**Table 3:** Upregulated and downregulated miRNAs.

Upregulated			Downregulated		
miRNA	FC (log_2_)	*q* Value	miRNA	FC (log_2_)	*q* Value
mmu-miR-6937-5p	3.2	1.8 × 10^−4^	mmu-miR-1899	−2.3	6.8 × 10^−4^
mmu-miR-6399	2.5	2.5 × 10^−4^	mmu-miR-3106-5p	−1.7	1.6 × 10^−4^
mmu-miR-6539	2.1	1.9 × 10^−3^	mmu-miR-486a-3p	−1.6	3.4 × 10^−2^
mmu-miR-344d-3p	1.3	5.7 × 10^−3^	mmu-miR-7649-3p	−1.6	3.6 × 10^−2^
mmu-miR-7043-3p	1.2	5.8 × 10^−6^	mmu-miR-3969	−1.4	2.9 × 10^−3^
mmu-miR-23a-5p	1.2	2.9 × 10^−4^	mmu-miR-708-5p	−1.2	7.0 × 10^−4^
mmu-miR-27a-5p	1.0	6.6 × 10^−3^	mmu-miR-708-3p	−1.1	2.3 × 10^−2^
mmu-miR-7b-5p	0.9	1.8 × 10^−4^	mmu-miR-499-5p	−1.1	2.3 × 10^−2^
mmu-miR-365-2-5p	0.9	1.9 × 10^−3^	mmu-miR-214-3p	−1.0	8.2 × 10^−5^
mmu-miR-376b-3p	0.9	2.6 × 10^−3^	mmu-miR-5619-5p	−1.0	2.1 × 10^−2^
mmu-miR-3473a	0.9	1.1 × 10^−3^	mmu-miR-34b-5p	−0.9	9.9 × 10^−6^
mmu-miR-7a-5p	0.8	1.2 × 10^−10^	mmu-miR-3110-5p	−0.9	2.6 × 10^−2^
mmu-miR-342-5p	0.8	1.8 × 10^−4^	mmu-miR-450a-5p	−0.8	1.1 × 10^−4^
mmu-miR-7654-5p	0.7	4.8 × 10^−3^	mmu-miR-6239	−0.8	4.7 × 10^−5^
mmu-miR-466h-5p	0.7	3.0 × 10^−4^	mmu-miR-450a-2-3p	−0.8	3.8 × 10^−3^
mmu-miR-92a-3p	0.7	6.8 × 10^−3^	mmu-miR-700-5p	−0.7	4.6 × 10^−2^
mmu-miR-200c-3p	0.6	3.5 × 10^−3^	mmu-miR-188-3p	−0.7	2.1 × 10^−3^
mmu-miR-466k	0.6	1.0 × 10^−4^	mmu-miR-511-3p	−0.7	4.3 × 10^−3^
mmu-miR-30d-3p	0.6	1.9 × 10^−6^	mmu-miR-322-3p	−0.6	2.8 × 10^−3^
mmu-miR-877-3p	0.6	1.4 × 10^−3^			

Listed are the most upregulated and downregulated miRNAs (*q* ≤ 0.05; upregulated: log_2_FC ≥ 0.6; downregulated: log_2_FC < −0.6), sorted by log_2_FC.

**Table 4:** Biological functions—mRNAs.

Category	*p*-Value	Number	Representative Genes
Cellular movement	1.53 × 10^−10^–2.52 × 10^−4^	56	Ccl5, Foxg1, Itga3, Krt19, Marcks, Tek, Tgfb2, Tnsf11
Tissue development	4.43 × 10^−10^–2.33 × 10^−4^	66	Ccl5, Dusp-10, Foxg1, Itga3, Krt19, Marcks, Myc, Ntrk2, Tnfsf11
Cardiovascular system development and function	1.42 × 10^−9^–2.5 × 10^−4^	37	Ccl5, Cxcr3, Itga3, Myc, Ntrk2, Rnd1, Tek, Tgfb2, Tnsf11
Cellular assembly and organization	1.03 × 10^−8^–1.94 × 10^−4^	43	Ccl5, Cxcr3, Itga3, Krt19, Myc, Ntrk2, Pdlim3, Rnd1, Tek, Tgfb2, Tnfsf11
Cellular function and maintenance	1.03 × 10^−8^–1.94 × 10^−4^	39	Ablim3, Ccl5, Cxcr3, Itga3, Myc, Ntrk2, Rnd1, Tek, Tgfb2, Tnfsf11
Cellular development	1.44 × 10^−7^–1.99 × 10^−4^	52	Ccl5, Chl1, Cxcr3, Dusp10, Foxg1, Itga3, Marcks, Myc, Ntrk2, Tek, Tgfb2, Tnfsf11
Cellular growth and proliferation	1.44 × 10^−7^–2.04 × 10^−4^	61	Ccl5, Chl1, Cxcr3, Dusp-10, Foxg1, Il18rap, Itga3, Marcks, Myc, Ntrk2, Tek, Tgfb2, Tnfsf11
Cell death and survival	2.53 × 10^−7^–2.39 × 10^−4^	56	Ccl5, Chl1, Cxcr3, Dusp-10, Foxg1, Itga3, Myc, Ntrk2, Pou3f3, Tek, Tgfb2, Tnfsf11
Connective tissue disorders	3.02 × 10^−7^–1.99 × 10^−4^	43	Adamtsl1, Ccl5, Cxcr3, Dusp-10, Ntrk2, Tgfb2, Tnfsf11
Cell-to-cell signaling and interaction	3.38 × 10^−7^–2.47 × 10^−4^	31	Ccl5, Cxcr3, Itga3, Ntrk2, Tek, Tgfb2, Tnfsf11
Cell cycle	6.15 × 10^−7^–2.29 × 10^−4^	19	Ccl5, Foxg1, Myc, Ntrk2, Tnfsf11
Tissue morphology	8.46 × 10^−7^–1.89 × 10^−4^	53	Ccl5, Cxcr3, Dusp-10, Itga3, Krt19, Myc, Ntrk2, Tek, Tgfb2, Tnfsf11
Cell morphology	2.67 × 10^−6^–1.89 × 10^−4^	38	Ablim3, Ccl5, Chl1, Cxcr3, Foxg1, Itga3, Myc, Ntrk2, Pou3f3, Tek, Tgfb2, Tnfsf11
Post-translational modification	2.73 × 10^−6^–2.46 × 10^−4^	20	Ccl5, Ntrk2, Tek, Tgfb2, Tnfsf11
Connective tissue development and function	1.24 × 10^−5^–1.89 × 10^−4^	17	Cxcr3, Myc, Tgfb2, Tnfsf11
DNA replication, recombination, and repair	2.22 × 10^−5^–1.52 × 10^−4^	15	Ccl5, Cxcr3, Myc, Ntrk2, Tgfb2, Tnfsf11
Hematopoiesis	2.41 × 10^−5^–1.68 × 10^−4^	29	Ccl5, Cxcr3, Dusp-10, Marcks, Myc, Tek, Tnfsf11
Amino acid metabolism	≤9.78 × 10^−5^	3	Myc
Molecular transport	9.78 × 10^−5^–2.29 × 10^−4^	15	Ccl5, Cxcr3, Myc, Tnfsf11
Small molecule biochemistry	9.78 × 10^−5^–2.29 × 10^−4^	6	Myc, Tnfsf11
Energy production	≤2.29 × 10^−4^	4	Tnfsf11
Nucleic acid metabolism	≤2.29 × 10^−4^	4	Tnfsf11
Cell signaling	≤2.46 × 10^−4^	7	Ccl5

Listed are the top biological functions impacted by the mRNA changes we detected, their significance, the number of DEGs that impact these functions, and representative DEGs as listed in Supplementary Tables S4 and S5. Selected genes are boxed in Figure 2B.

**Table 5:** Biological functions—miRNAs.

Category	*p*-Value	Number	Representative miRNA
Cellular movement	1.18 × 10^−6^–4.59 × 10^−2^	16	mir-7a-5p, mir-92a-3p
Cell death and survival	1.71 × 10^−6^–4.59 × 10^−2^	16	mir-214-3p
Cellular development	3.45 × 10^−5^–4.15 × 10^−2^	21	mir-27a-3p, mir-92a-3p
Cellular growth and proliferation	3.45 × 10^−5^–3.65 × 10^−2^	16	mir-27a-3p, mir-92a-3p
Cardiovascular system development and function	1.95 × 10^−4^–3.9 × 10^−2^	14	mir-27a-3p, mir-214-3p, mir-486-3p, mir-34a-5p
Cell cycle	3.61 × 10^−4^–4.48 × 10^−2^	6	mir-27a-3p
Cell morphology	5.51 × 10^−3^–3.9 × 10^−2^	5	mir-214-3p
Cell-to-cell signaling and interaction	1.37 × 10^−2^–2.46 × 10^−2^	5	mir-34a-5p
Cellular assembly and organization	1.37 × 10^−2^–4.85 × 10^−2^	3	mir-708-5p
Cellular function and maintenance	1.37 × 10^−2^–3.53 × 10^−2^	6	mir-34a-5p

Listed are the top 10 biological functions impacted by the miRNA changes we detected, their significance, the number of DE miRNAs that impact these functions, and representative miRNAs as listed in Table 3. Selected miRNAs are boxed in Figure 3B.

**Table 6:** Confirmation of RNA-seq results.

**DEG**	**FC-RNA-Seq**	**FC–qRT-PCR (SE)**
Cxcr3	0.406	0.687 (0.192)
Marcks	0.550	0.563 (0.128)
Tek	0.025	0.666 (0.517)
Dock9	1.66	1.24 (0.330)
Itga3	2.07	1.71 (0.313)
**DE miRNA**	**FC-RNA-Seq**	**FC–qRT-PCR (SE)**
mir-511-3p	0.630	0.595 (0.113)
mir-322-3p	0.64	0.707 (0.059)
mir-27a	2.28	1.26 (0.134)
mir-342-5p	1.69	1.31 (0.340)
mir-7a-5p	1.79	1.57 (0.222)

Listed are representative DEGs or DE miRNAs and their fold changes (FC), as determined by RNA-seq analysis and qRT-PCR (*n* = 9).

**Table 7:** Confirmation of reciprocal mRNA–miRNA relationships.

Representative Gene			Representative Reciprocal miRNA		
Gene	FC-RNA-seq	FC–qRT-PCR (SE)	miRNA	FC-RNA-Seq	FC-qRT-PCR (SE)
Ccl5	5.75	3.08 (0.412)	mir-214-3p	0.493	0.778 (0.226)
Dusp-10	1.81	1.74 (0.26)	mir-450a-5p	0.555	0.560 (0.241)
Tgfb2	0.535	0.551 (0.029)	mir-92a-3p	1.58	1.88 (0.15)

Listed are representative DEGs, a representative targeting DE miRNA, and their respective fold changes (FC) as determined by RNA-seq analysis and qRT-PCR (*n* = 9 samples).

## Data Availability

The sequence datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/, accessed on 24 June 2020; accession number: GSE153038).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12071058/s1, Table S1. Summary of initial sequence analysis (mRNA). Table S2. Summary of initial sequence analysis (miRNA). Table S3. List of rtPCR primers used. Table S4. Upregulated genes. Listed are upregulated genes (*q* < 0.05; log_2_FC ≥ 0.6). Table S5. Downregulated genes. Listed are downregulated genes (*q* < 0.05; |log_2_FC| > 0.66).

## Institutional Animal Care and Use Committee

All animal procedures were approved by the University of Louisville Institutional Animal Care and Use Committee (#14035).

# Supplementary material for: Exposure to Fine Particulate Matter Air Pollution Alters mRNA and miRNA Expression in Bone Marrow-Derived Endothelial Progenitor Cells from Mice
**Source:** Genes (Basel). 2021 Jul 10;12(7):1058. doi: 10.3390/genes12071058
**Supplement:** Supplementary file 1

SUPPORTING INFORMATION

Table S1. Summary of initial sequence analysis (mRNA).

Figure	Input Reads	Aligned Reads	Alignment Rate
Air_1-282934788	35,276,282	34,922,845	98.99%
Air_2-282924076	35,968,212	35,648,988	99.11%
Air_3-282937791	34,981,048	34,676,970	99.13%
CAPs_1-282924078	36,935,481	36,589,704	99.06%
CAPs_2-282937793	35,278,053	34,953,185	99.07%
CAPs_3-282941822	35,485,165	35,149,979	99.05%

Table S2. Summary of initial sequence analysis (miRNA).

File	Input Reads	After Trimming	Aligned Reads	Alignment Rate
miR-01-Air-1_S1_ALL_R1	28,324,999	27,387,531	23,330,772	85.19%
miR-02-Air-2_S2_ALL_R1	25,980,741	25,034,793	22,632,478	90.40%
miR-03-Air-3_S3_ALL_R1	24,917,052	23,918,015	21,973,143	91.87%
miR-04-CAPs-1_S8_ALL_R1	27,173,935	25,655,665	21,536,485	83.94%
miR-05-CAPs-2_S9_ALL_R1	27,944,476	26,790,331	25,532,775	95.31%
miR-06-CAPs-3_S10_ALL_R1	20,799,737	20,287,182	19,978,586	98.48%

Table S3. List of rtPCR primers.

DEG	Primer Assay ID #
Cxcr3	Mm99999054_s1
Marcks	Mm025243303_s1
Tek	Mm00443243_m1
Dock9	Mm01224565_m1
Itga3	Mm00442910_m1
Ccl5	Mm01302427_m1
Dusp-10	Mm00517678_m1
Tgfb2	Mm00436955_m1
DE miRNA	Primer Assay ID #
mir-511-3p	463069_mat
mir-322-3p	002506
mir-27a	002445
mir-342-5p	002527
mir-7a-5p	000268
mir-214-3p	002306
mir-450a-5p	002303
mir-92a-3p	000430

Table S4. Up-regulated genes ($q \leq 0.05$; $\log_2FC \geq 0.6$).

Ensembl ID	Gene symbol (Description)	$\log_2(FC)$	q value
ENSMUSG00000090362	Vmn2r79 (vomeronasal 2, receptor 79)	5.84	3.5×10^{-3}

ENSMUSG00000067855	Speer3 (spermatogenesis associated glutamate (E)-rich protein 3)	5.84	1.1×10^{-2}
ENSMUSG00000062342	Serpinb9e (serine (or cysteine) peptidase inhibitor, clade B, member 9e)	4.00	3.6×10^{-2}
ENSMUSG00000020950	Foxg1 (forkhead box G1)	3.21	3.8×10^{-3}
ENSMUSG00000020911	Krt19 (keratin 19)	3.10	1.2×10^{-6}
ENSMUSG00000051726	Kcnf1 (potassium voltage-gated channel, subfamily F, member 1)	2.99	1.9×10^{-2}
ENSMUSG00000021403	Serpinb9b (serine (or cysteine) peptidase inhibitor, clade B, member 9b)	2.90	1.3×10^{-5}
ENSMUSG00000079654	Prtr4 (proline-rich transmembrane protein 4)	2.82	6.7×10^{-3}
ENSMUSG00000021301	Hecw1 (HECT, C2 and WW domain containing E3 ubiquitin protein ligase 1)	2.81	4.1×10^{-2}
ENSMUSG00000029370	Rassf6 (Ras association (RalGDS/AF-6) domain family member 6)	2.68	2.4×10^{-2}
ENSMUSG00000035042	Ccl5 (chemokine (C-C motif) ligand 5)	2.52	4.8×10^{-5}
ENSMUSG00000054855	Rnd1 (Rho family GTPase 1)	2.49	6.3×10^{-3}
ENSMUSG00000026068	Il18rap (interleukin 18 receptor accessory protein)	2.33	1.9×10^{-2}
ENSMUSG00000001864	Aif1l (allograft inflammatory factor 1-like)	2.15	1.0×10^{-2}
ENSMUSG00000032735	Ablim3 (actin binding LIM protein family, member 3)	2.15	1.2×10^{-2}
ENSMUSG00000020953	Coch (cochlin)	1.90	2.4×10^{-2}
ENSMUSG00000037185	Krt80 (keratin 80)	1.89	2.8×10^{-2}
ENSMUSG00000030468	Siglecg (sialic acid binding Ig-like lectin G)	1.85	3.6×10^{-2}
ENSMUSG00000027313	Chac1 (ChaC, cation transport regulator 1)	1.73	1.4×10^{-2}
ENSMUSG00000079852	Klra4 (killer cell lectin-like receptor, subfamily A, member 4)	1.72	3.4×10^{-2}
ENSMUSG00000022157	Mcpt8 (mast cell protease 8)	1.64	1.86×10^{-2}
ENSMUSG00000048482	Bdnf (brain derived neurotrophic factor)	1.58	4.36×10^{-2}
ENSMUSG00000021485	Mxd3 (Max dimerization protein 3)	1.56	4.13×10^{-2}
ENSMUSG00000046733	Gprc5a (G protein-coupled receptor, family C, group 5, member A)	1.55	4.40×10^{-2}
ENSMUSG00000030353	Tead4 (TEA domain family member 4)	1.42	3.32×10^{-3}
ENSMUSG00000099703	Gm28285 (predicted gene 28285)	1.40	2.16×10^{-2}
ENSMUSG00000027068	Dhrs9 (dehydrogenase/reductase (SDR family) member)	1.30	1.42×10^{-2}
ENSMUSG00000003849	Nqo1 (NAD(P)H dehydrogenase, quinone 1)	1.26	9.19×10^{-3}
ENSMUSG00000006398	Cdc20 (cell division cycle 20)	1.26	1.04×10^{-2}
ENSMUSG00000040675	Mthfd1l (methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 1-like)	1.16	6.19×10^{-3}
ENSMUSG00000032661	Oas3 (2'-5' oligoadenylate synthetase 3)	1.14	6.07×10^{-14}
ENSMUSG00000025348	Itga7 (integrin alpha 7)	1.13	4.40×10^{-2}
ENSMUSG00000003779	Kif20a (kinesin family member 20A)	1.13	1.11×10^{-2}
ENSMUSG00000029414	Kntc1 (kinetochore associated 1)	1.11	1.69×10^{-2}
ENSMUSG00000040010	Slc7a5 (solute carrier family 7 (cationic amino acid transporter, y+ system), member 5)	1.11	2.39×10^{-2}
ENSMUSG00000037725	Ckap2 (cytoskeleton associated protein 2)	1.10	9.14×10^{-3}
ENSMUSG00000032815	Fanca (Fanconi anemia, complementation group A)	1.10	2.62×10^{-2}
ENSMUSG00000015854	Cd5l (CD5 antigen-like)	1.10	1.96×10^{-8}
ENSMUSG00000027221	Chst1 (carbohydrate (keratan sulfate Gal-6) sulfotransferase 1)	1.09	2.16×10^{-2}
ENSMUSG00000025185	Loxl4 (lysyl oxidase-like 4)	1.07	3.35×10^{-2}

ENSMUSG00000001507	Itga3 (integrin alpha 3)	1.05	1.11×10^{-3}
ENSMUSG00000003355	Fkbp11 (FK506 binding protein 11)	1.04	6.65×10^{-3}
ENSMUSG000000020089	Ppa1 (pyrophosphatase (inorganic) 1)	1.03	1.99×10^{-2}
ENSMUSG000000021214	Akr1c18 (aldo-keto reductase family 1, member C18)	1.02	3.11×10^{-2}
ENSMUSG000000030867	Plk1 (polo like kinase 1)	1.00	3.62×10^{-2}
ENSMUSG000000006442	Srm (spermidine synthase)	0.99	3.56×10^{-2}
ENSMUSG000000002602	Axl (AXL receptor tyrosine kinase)	0.99	1.32×10^{-2}
ENSMUSG000000035107	Dcbld2 (discoidin, CUB and LCCL domain containing 2)	0.98	2.06×10^{-2}
ENSMUSG000000042606	Hirip3 (HIRA interacting protein 3)	0.97	3.56×10^{-2}
ENSMUSG000000042793	Lgr6 (leucine-rich repeat-containing G protein-coupled receptor 6)	0.96	2.57×10^{-3}
ENSMUSG000000013629	Cad (carbamoyl-phosphate synthetase 2, aspartate transcarbamylase, and dihydroorotase)	0.94	3.56×10^{-2}
ENSMUSG000000022346	Myc (myelocytomatosis oncogene)	0.94	4.71×10^{-2}
ENSMUSG000000021270	Hsp90aa1 (heat shock protein 90, alpha (cytosolic), class A member 1)	0.93	3.04×10^{-2}
ENSMUSG000000030878	Cdr2 (cerebellar degeneration-related 2)	0.93	1.52×10^{-2}
ENSMUSG000000027469	Tpx2 (TPX2, microtubule-associated)	0.91	4.40×10^{-2}
ENSMUSG000000021451	Sema4d (sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4D)	0.91	1.49×10^{-2}
ENSMUSG000000028069	Gpatch4(G patch domain containing 4)	0.89	2.07×10^{-2}
ENSMUSG000000020256	Aldh1l2 (aldehyde dehydrogenase 1 family, member L2)	0.88	2.40×10^{-2}
ENSMUSG000000037946	Fgd3 (FYVE, RhoGEF and PH domain containing 3)	0.88	1.52×10^{-2}
ENSMUSG000000004655	Aqp1 (aquaporin 1)	0.85	2.69×10^{-2}
ENSMUSG000000039384	Dusp10 (dual specificity phosphatase 10)	0.85	4.96×10^{-2}
ENSMUSG000000076437	Selenoh (selenoprotein H)	0.84	2.37×10^{-2}
ENSMUSG000000031821	Gins2 (GINS complex subunit 2 (Psf2 homolog))	0.83	1.86×10^{-2}
ENSMUSG000000032548	Slco2a1 (solute carrier organic anion transporter family, member 2a1)	0.83	3.57×10^{-2}
ENSMUSG000000055044	Pdlim1 (PDZ and LIM domain 1 (elfin))	0.82	2.62×10^{-2}
ENSMUSG000000025403	Shmt2 (serine hydroxymethyltransferase 2 (mitochondrial))	0.81	4.89×10^{-2}
ENSMUSG000000014599	Csf1 (colony stimulating factor 1 (macrophage))	0.80	3.39×10^{-2}
ENSMUSG000000026042	Col5a2 (collagen, type V, alpha 2)	0.79	9.14×10^{-3}
ENSMUSG000000026558	Uck2 (uridine-cytidine kinase 2)	0.79	4.89×10^{-2}
ENSMUSG000000070348	Ccnd1 (cyclin D1)	0.78	4.09×10^{-2}
ENSMUSG000000032690	Oas2 (2'-5' oligoadenylate synthetase 2)	0.77	1.91×10^{-3}
ENSMUSG000000037907	Ankrd13b (ankyrin repeat domain 13b)	0.77	3.60×10^{-2}
ENSMUSG000000028883	Sema3a (sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A)	0.77	9.27×10^{-3}
ENSMUSG000000051065	Mb21d2 Mab-21 domain containing 2)	0.76	4.85×10^{-2}
ENSMUSG000000029752	Asns (asparagine synthetase)	0.76	3.68×10^{-2}
ENSMUSG000000072235	Tuba1a (tubulin, alpha 1A)	0.75	4.85×10^{-2}
ENSMUSG000000000693	Loxl3 (lysyl oxidase-like 3)	0.74	6.54×10^{-3}
ENSMUSG000000022962	Gart (phosphoribosylglycinamide formyltransferase)	0.74	2.43×10^{-2}
ENSMUSG000000025558	Dock9 (dedicator of cytokinesis 9)	0.74	3.08×10^{-2}
ENSMUSG000000033788	Dysf (dysferlin)	0.73	2.39×10^{-2}
ENSMUSG000000001131	Timp (tissue inhibitor of metalloproteinase 1)	0.72	1.04×10^{-2}

ENSMUSG00000068699	Flnc (filamin C, gamma)	0.71	3.32×10^{-3}
ENSMUSG00000056612	Ppp1r14b (protein phosphatase 1, regulatory (inhibitor) subunit 14B)	0.71	3.60×10^{-2}
ENSMUSG00000030835	Nomo1 (nodal modulator 1)	0.71	1.39×10^{-2}
ENSMUSG00000027580	Helz2 (helicase with zinc finger 2, transcriptional coactivator)	0.71	3.34×10^{-5}
ENSMUSG00000070436	Serpinh1 (serine (or cysteine) peptidase inhibitor, clade H, member 1)	0.71	6.65×10^{-3}
ENSMUSG00000032060	Cryab (crystallin, alpha B)	0.70	1.52×10^{-2}
ENSMUSG00000005397	Nid1 (nidogen 1)	0.70	3.56×10^{-2}
ENSMUSG00000021453	Gadd45g (growth arrest and DNA-damage-inducible 45 gamma)	0.70	6.11×10^{-3}
ENSMUSG00000028776	Tinag11 (tubulointerstitial nephritis antigen-like 1)	0.69	3.57×10^{-2}
ENSMUSG00000048537	Phldb1 (pleckstrin homology like domain, family B, member 1)	0.67	4.23×10^{-2}
ENSMUSG00000048376	F2r (coagulation factor II (thrombin) receptor)	0.67	3.23×10^{-2}
ENSMUSG00000023800	Tiam2 (T cell lymphoma invasion and metastasis 2)	0.67	4.13×10^{-2}
ENSMUSG00000024613	Tcof1 (treacle ribosome biogenesis factor 1)	0.67	2.81×10^{-2}
ENSMUSG00000064080	Fbln2 (fibulin 2)	0.66	3.32×10^{-3}
ENSMUSG00000036273	Lrrk2 (leucine-rich repeat kinase 2)	0.66	1.22
ENSMUSG00000015947	Fcgr1 (Fc receptor, IgG, high affinity I)	0.65	3.60×10^{-5}
ENSMUSG00000042700	Sipa111 (signal-induced proliferation-associated 1 like 1)	0.65	3.87×10^{-3}
ENSMUSG00000037851	Iars (isoleucine-tRNA synthetase)	0.65	4.71×10^{-2}
ENSMUSG00000090958	Lrrc32 (leucine rich repeat containing 32)	0.63	2.39×10^{-2}
ENSMUSG00000025324	Atp10a (ATPase, class V, type 10A)	0.62	3.24×10^{-2}
ENSMUSG00000034903	Cobl1 (Cobl-like 1)	0.62	2.57×10^{-3}
ENSMUSG00000052776	Oas1a (2'-5' oligoadenylate synthetase 1A)	0.60	4.96×10^{-2}
ENSMUSG00000015653	Steap2 (six transmembrane epithelial antigen of prostate 2)	0.60	4.52×10^{-2}

Table S5. Down-regulated genes ($q \leq 0.05$; $\log_2FC < -0.6$).

Ensembl ID.	Gene symbol (Description)	$\log_2(FC)$	q value
ENSMUSG00000030077	Chl1 (cell adhesion molecule L1-like)	-6.22	2.39×10^{-2}
ENSMUSG00000062760	1810041L15Rik (RIKEN cDNA 1810041L15 gene)	-6.19	3.11×10^{-2}
ENSMUSG00000045515	Pou3f3 (POU domain, class 3, transcription factor 3)	-6.03	2.06×10^{-2}
ENSMUSG00000031636	Pdlim3 (PDZ and LIM domain 3)	-5.81	4.90×10^{-2}
ENSMUSG00000045008	9030612E09Rik (RIKEN cDNA 9030612E09 gene)	-5.71	4.57×10^{-2}
ENSMUSG00000006386	Tek (TEK receptor tyrosine kinase)	-5.28	1.75×10^{-2}
ENSMUSG00000022803	Popdc2 (popeye domain containing 2)	-5.19	4.54×10^{-2}
ENSMUSG00000051242	Pcdhb9 (protocadherin beta 9)	-4.68	4.13×10^{-2}
ENSMUSG00000050493	Fam167b (family with sequence similarity 167, member B)	-3.62	1.99×10^{-2}
ENSMUSG00000036502	Tmem255a (transmembrane protein 255A)	-3.26	4.54×10^{-2}
ENSMUSG00000066113	Adamts11 (ADAMTS-like 1)	-2.73	2.69×10^{-2}
ENSMUSG00000020566	Atp6v1c2 (ATPase, H ⁺ transporting, lysosomal V1 subunit C2)	-2.56	1.62×10^{-4}
ENSMUSG00000038570	Saxo2 (stabilizer of axonemal microtubules 2)	-2.46	1.69×10^{-2}
ENSMUSG00000055254	Ntrk2 (neurotrophic tyrosine kinase, receptor, type 2)	-2.34	4.96×10^{-2}
ENSMUSG00000000739	Sult5a1 (sulfotransferase family 5A, member 1)	-2.33	3.67×10^{-2}
ENSMUSG00000022623	Shank3 (SH3 and multiple ankyrin repeat domains 3)	-1.94	3.81×10^{-2}

ENSMUSG00000022015	Tnfsf11(tumor necrosis factor (ligand) superfamily, member 11)	−1.86	3.24×10^{-2}
ENSMUSG00000027408	Cpxm1 (carboxypeptidase X 1 (M14 family))	−1.72	2.39×10^{-2}
ENSMUSG00000050232	Cxcr3(chemokine (C-X-C motif) receptor 3)	−1.26	3.67×10^{-2}
ENSMUSG00000053414	Hunk (hormonally upregulated Neu-associated kinase)	−1.19	1.75×10^{-2}
ENSMUSG00000021536	Adcy2l (denylate cyclase 2)	−1.19	1.86×10^{-2}
ENSMUSG00000028076	Cd1d1 (CD1d1 antigen)	−1.18	1.79×10^{-2}
ENSMUSG00000020017	Hal (histidine ammonia lyase)	−1.02	3.23×10^{-2}
ENSMUSG00000014782	Plekhg4 (pleckstrin homology domain containing, family G (with RhoGef domain) member 4)	−1.02	3.56×10^{-2}
ENSMUSG00000095440	Figl2 (fidgetin-like 2)	−0.95	3.33×10^{-2}
ENSMUSG00000029373	Pf4 (platelet factor 4)	−0.93	3.68×10^{-2}
ENSMUSG00000039239	Tgfb2 (transforming growth factor, beta 2)	−0.90	4.96×10^{-2}
ENSMUSG00000083282	Ctsf (cathepsin F)	−0.89	4.57×10^{-2}
ENSMUSG00000069662	Marcks (myristoylated alanine rich protein kinase C substrate)	−0.86	4.96×10^{-2}
ENSMUSG00000056185	Snx32 (sorting nexin 32)	−0.85	4.71×10^{-2}
ENSMUSG00000053646	Plxnb (plexin B1)	−0.82	3.20×10^{-2}
ENSMUSG00000002808	Epdr1(ependymin related protein 1)	−0.77	3.56×10^{-2}
ENSMUSG00000066829	Zfp810 (zinc finger protein 810)	−0.77	4.23×10^{-2}
ENSMUSG00000023915	Tnfrsf21(tumor necrosis factor receptor superfamily, member 21)	−0.74	1.76×10^{-4}

How the deposited data were processed for this re-analysis (not part of the article)

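mRNA from cultured bone marrow EPCs of 3 mice exposed to filtered air and 3 exposed to CAP was analysed; the mice of a group shared 1 cage. The authors aligned single-end reads of a stranded poly-A library to mm10 with STAR 2.6 and counted reads per gene with HTSeq 0.10.0, and the deposited values are raw counts, 1 column per mouse. The annotation release, strand setting and treatment of multi-mapped reads are not given in the sources used here, so that overlapping, antisense and near-identical genes are uncertain. Gene names and coordinates came from GENCODE vM21 (GRCm38), which holds 99.9% of the gene IDs. The miRNA libraries and the qRT-PCR were not analysed here. Mitochondrial transcripts were not analysed here.

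The depth was even, at 28713206 to 30446171 counts per library, and no 2 libraries held the same counts. The spread between mice, a biological coefficient of variation of 26.3%, and not depth, limits the precision of all but rare genes. Intervals and floors cover counting error only.

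Counts were normalized by relative log expression, genes with a total under 10 were left out, and CAP was compared with air by edgeR 4.0.16's quasi-likelihood test in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error given with a log2 fold change was derived from edgeR's test. It is the absolute log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were alternatives. Lists of genes were tested with camera at a correlation of 0.01, with an estimated correlation beside it, adjusted over the 39 lists with tested genes. No list passed with the estimated correlation. Fry, a second set test set beforehand, was run as well. By fry the inflammatory cytokines alone passed, with an adjusted p of 0.00845. Its adjusted p was 0.344 for mitosis, DNA replication and ribosome biogenesis, 0.388 for endothelial genes and 0.414 for the interferon response. The PCA used normalized counts, centred and not scaled, with log2 values, unit variance and the 500 genes of highest variance as alternatives. Libraries were clustered by average linkage on 1 minus the Pearson correlation of log2 values. Normalized counts are counts divided by RLE size factors, and log2 values had a pseudocount of 1.

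Before the data were examined, the tests, the gene lists, the alternatives and the rule for naming genes were fixed: genes the paper names, the 5 genes of lowest p in each direction where none passes, up to 6 genes of lowest p per list, and Hprt. The paper's own tables had been seen by then. The alternatives were TMM normalization, no count filter, edgeR's filterByExpr, DESeq2, limma-voom, 2 other forms of the quasi-likelihood test, a replicate block, and leaving out each library in turn. DESeq2 with a local dispersion trend, and DESeq2 without CAP replicate 2 or 3, were added after the data were seen. The result of 1 gene is left out and not reported here.

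Each test was tested on simulated data with 14541 genes. The genes were drawn independently, so that spread shared by many genes of a library was absent and the rates do not carry over to the real libraries. At changes of 1.5-fold, 2-fold and 4-fold edgeR recovered 1 of 66, 26 of 66 and 46 of 65 genes and called 2 unchanged genes. DESeq2 recovered 5 of 66, 39 of 66 and 48 of 65 and called 18 unchanged genes, and with a local dispersion trend it recovered 15 of 66, 42 of 66 and 52 of 65 and called 72.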

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

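The genes and lists in this part gave a signal in data that the paper does not discuss. DESeq2 called 4 genes that Tables S4 and S5 do not list, each higher in CAP: Itgb7, an integrin subunit, with a log2 fold change of 2.17, Krt7, a keratin, with 1.87, Rrm2, a subunit of ribonucleotide reductase, with 1.42, and Col2a1, a cartilage collagen chosen after its values were seen, with 1.32. By edgeR's quasi-likelihood test none of them passed. In tests chosen after the data were seen, DESeq2 called none of the 4 with a local dispersion trend, with adjusted p of 0.0786, 0.115, 0.164 and 0.117 for Itgb7, Krt7, Rrm2 and Col2a1. With CAP replicate 2 left out its adjusted p was 0.0878, 0.627, 0.0156 and 0.0638 in the same order, so that Rrm2 alone passed, as it did with the local trend and CAP replicate 2 left out (0.283, 0.39, 0.00153 and 0.246). With CAP replicate 3 left out all 4 passed. Without CAP replicate 2 the log2 fold changes of Rrm2 and Col2a1 by edgeR were 0.75 and 0.86.

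Of gene lists on subjects that the paper does not discuss, 6 were higher in CAP by the camera set test, and none passed with an estimated correlation (adjusted p = 0.446 to 0.665). The adjusted p with the preset correlation was 6.14e-17 (median log2 fold change 0.62; 30 of 30 positive) for ribosome biogenesis, 1.53e-10 (median log2 fold change 0.52; 36 of 37 positive) for the interferon response, 1.68e-07 (median log2 fold change 1.89; 7 of 7 positive) for epithelial keratins, 1.68e-07 (median log2 fold change 0.35; 19 of 20 positive) for heat shock genes, 8.68e-04 (median log2 fold change 0.27; 18 of 22 positive) for immediate early genes and 0.045 (median log2 fold change 0.11; 14 of 20 positive) for endoplasmic reticulum stress. Single genes of these lists are in the paper all the same: Tables S4 and S5 hold 2, 6, 2, 2, 1 and 1 of them in this order, with Krt19 and Krt80 among the keratins, and Table 4 names Krt19. The interferon list was not uniform in CAP: its median stood at 0.43, -0.38 and 0.96 in replicates 1 to 3, and without CAP replicate 3 its adjusted p was 0.0887 (8.82e-54 to 0.0887 over the alternatives with the preset correlation). The medians of the other lists in CAP replicates 1 to 3 were 0.38, 1.15 and 0.22 for ribosome biogenesis, 2.14, 2.54 and 0.60 for epithelial keratins, 0.38, 0.70 and 0.17 for heat shock genes, 0.27, 0.56 and 0.02 for immediate early genes and 0.17, 0.13 and 0.03 for endoplasmic reticulum stress. The mean over the immediate early genes was 0.00, 0.54 and -0.03, so that by the mean CAP replicate 2 held their rise, and without it the adjusted p of that list was 0.0248. The endoplasmic reticulum list lost its call with TMM normalization, filterByExpr or the replicate block and without air replicate 3, CAP replicate 1 or CAP replicate 2. Its adjusted p was 0.0176 to 0.352 over the alternatives with the preset correlation; it was 0.0507 with TMM normalization and 0.0698 without CAP replicate 2.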

How the results depend on the processing

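The tests with a local dispersion trend, and those of DESeq2 with a library left out, were chosen after the data were seen. With edgeR under TMM normalization, no count filter, filterByExpr and both other forms of the quasi-likelihood test, and with limma-voom, 0 genes passed at any fold threshold, and leaving out each library in turn gave 0 to 0. The numbers of genes called, of those with an absolute log2 fold change of at least 0.6 and of at least 1, of those in Tables S4 and S5, and of list members were 24, 24, 15, 20 and 18 by DESeq2, 149, 125, 65, 122 and 84 with a local dispersion trend, 43, 36, 15, 17 and 24 by DESeq2 with CAP replicate 2 left out, 794, 767, 492, 121 and 185 with CAP replicate 3 left out, and 140, 89, 28, 62 and 59 with a local trend and CAP replicate 2 left out; the cause was not tested. The share of PC1 was 44.4% on log2 values, 40.8% with unit variance, 42.1% with both and 57.7% with the 500 genes of highest variance, and 60.1% to 77.7% without each library. That of PC2 was 18.7%, 21.6%, 21.5% and 17.2%, and 11.1% to 19.0% without each library. Scaling changes the weight of abundant genes by construction. Depth adds much to the error of rare genes only, and its effect was not tested. Of the 39 lists, 22 passed camera, 14 of them under all the other settings run but the estimated correlation, under which 0 passed; the number passing was 18 to 21 without each library. Clustering over all genes did not part CAP from air (scored 0) with all libraries or under any other setting run. Log2 fold changes that passed no test changed sign. That of Col1a1, -0.328 in the main test, was 0.126 (without CAP replicate 2), 0.127 (DESeq2 with CAP replicate 2 left out), 0.127 (DESeq2 with a local dispersion trend and CAP replicate 2 left out), and over leaving out each library in turn that of Col1a1 was -0.814 to 0.126. That of Hprt, -0.02 in the main test, was 0.15 (without Air replicate 2), 0.0872 (without CAP replicate 1), 0.0481 (without CAP replicate 3), 0.0483 (DESeq2 with CAP replicate 3 left out), and over leaving out each library in turn that of Hprt was -0.219 to 0.15. The cause was not tested.

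The replicate numbers are labels only, taken from the sample titles. With the replicate block 0 genes passed, as without it. The correlations of deviations between same-numbered libraries were -0.02, 0.09, 0.17, and not every library correlated best with its own number. The sample descriptions number some of the libraries otherwise, and a pairing by those numbers was not tested. With the block and filterByExpr 0 passed. The 6 libraries make 10 splits into groups of 3, too few for a share under 0.05. For DESeq2 the real split, 1 of the 10, called 24 genes and the highest other split 10. By camera the real split called 22 lists and the highest other 20, but 2 of the lists hold the mRNAs of Fig. 5, which the study chose for their direction in the real split, and other lists hold genes of Tables S4 and S5, so that these numbers cannot be weighed against each other. By edgeR each of the 10 splits called 0 genes, at either fold threshold and among list members. An unadjusted p under 0.05 by that test was reached by 1564 genes in the real split and by 170 to 1353 in the others.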

Differences from the paper's values

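The counts of genes differ at the paper's own thresholds. The paper reports 166 genes at a q-value of at most 0.05, 122 higher and 44 lower, and edgeR's quasi-likelihood test called 0 in each case, with 1564 genes at an unadjusted p under 0.05 and 0 called by limma-voom. The paper reports 104 genes higher and 34 lower by a log2 fold change of at least 0.6, and 68 with an absolute value of at least 1, where edgeR called 0 each. No alternative set before the data were examined came within 1.5 times of these counts. DESeq2, the tool the paper's methods name, called 24 genes, 22 higher and 2 lower, all past 0.6, and 15 past 1, and 20 of them are among the 138 genes of Tables S4 and S5. DESeq2 with a local dispersion trend, chosen after seeing the values, called 149 genes, 114 higher and 35 lower, with 97 and 28 past 0.6 and 65 past 1, which lie within 1.5 times of the paper's. It dropped 16 of the 138 genes, narrowly, at adjusted p of 0.0517 to 0.0581. With this trend the adjusted p of Oas3, Cd5l and Ccl5 was 6.16e-14, 2.43e-08 and 5.0e-05. The paper's q-values for them are 6.07e-14, 1.96e-08 and 4.8e-05, and DESeq2 without the local trend gave 1.23e-08, 2.52e-06 and 0.00257. Whether the paper used such a trend is not given in the sources used here. Also chosen after seeing the values, the local trend with CAP replicate 2 left out called 140 genes, 85 higher and 55 lower, with 52 and 37 past 0.6, within 1.5 times of the paper's except for the higher genes past 0.6 and the genes past 1, and dropped 76 of those genes. Chosen in the same way, DESeq2 with CAP replicate 2 left out called 17 of them and dropped 121, and with CAP replicate 3 left out it called 121 and dropped 17.

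All 138 genes had the paper's direction, and DESeq2's log2 fold changes lay within 0.02 of the paper's for the 133 with counts in both groups; the other 5 had no count in CAP and give bounds only. Table 6 of the paper gives 0.406 as the RNA-seq fold change of Cxcr3, where the counts gave 0.418 here. The shares of PC1 and PC2 matched the paper's, at 71.7% and 11.9%. Table S4 of the paper prints a q-value above 1 for Lrrk2, which a q-value cannot hold. In Tables S4 and S5 39 gene IDs carry a digit too many. These tables print 69 genes at an absolute log2 fold change of at least 1, and the paper's heat map holds 68; before rounding Plk1 was at 0.999 here, and 68 of the genes reached 1.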

Other observations

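The tests of depth and of stromal markers in CAP replicate 2, and the comparison of margins with an SD for the growth lists, the endothelial list and the swap of labels, were chosen after the result was seen. Genes of the lysosome were lower in CAP as a set, with 27 of 30 log2 fold changes negative (median -0.14; camera adjusted p = 0.00105, and adjusted p = 0.48 with an estimated correlation). Megakaryocyte markers (median -0.45, camera adjusted p = 0.00194), adipocyte markers (median -0.39, camera adjusted p = 0.0199), genes of cholesterol synthesis (median -0.19, camera adjusted p = 0.0139) and stromal markers (median -0.26, camera adjusted p = 0.0301) were lower, and NRF2 targets (median 0.14, camera adjusted p = 0.0134) were higher. CAP replicate 2 was the lowest library in the lysosome and megakaryocyte lists, with medians of -0.06, -0.32 and -0.09 and of -0.26, -1.10 and -0.41 in CAP replicates 1 to 3, and without it their adjusted p was 0.0117 and 0.0236. With an estimated correlation the adjusted p of the megakaryocyte, adipocyte, cholesterol, stromal and NRF2 lists was 0.48, 0.48, 0.674, 0.665 and 0.528. Adipocyte markers lost their call without air replicate 3 or CAP replicate 2. Cholesterol synthesis lost it without air replicate 1, air replicate 2 or CAP replicate 2, stromal markers without air replicate 1, air replicate 3, CAP replicate 1 or CAP replicate 2 and NRF2 targets without air replicate 2 or air replicate 3. Without CAP replicate 2 the adipocyte, cholesterol and stromal lists had adjusted p of 0.14, 0.862 and 0.357, and the cholesterol list turned to higher in CAP. Nqo1, an NRF2 and AhR target, had a log2 fold change of 1.26 (standard error 0.32) and an adjusted p of 0.468 from edgeR's quasi-likelihood test.

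The paper's discussion raises DNA methylation and histone acetylation. Lists of genes for these processes did not pass camera, with adjusted p of 0.853 and 0.684. These are mRNA levels, and neither methylation nor acetylation was measured. Over all 17 lists that did not pass, among them macrophage, T and NK cell, neutrophil and aldehyde metabolism genes, the adjusted p ranged from 0.178 to 0.953 with all libraries. Of the 23 macrophage markers 18 had negative log2 fold changes (median -0.18), with list medians of 0.03, -0.34 and -0.21 in CAP replicates 1 to 3. On leaving out a library 2 of the 17 lists passed, each lower in CAP: macrophage markers without CAP replicate 1, at 0.00718, and chemokine receptors without air replicate 1, at 0.0319.

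CAP replicate 2 stood apart from the other libraries, with correlations of 0.924 to 0.949 to them. Its depth was 0.991 times the median of the others, which argues against lower sequencing depth. A swap of labels with an air library would leave these correlations as they are, so that it cannot account for a library apart from all the others. Whether labels were swapped all the same stays open. The mean correlation of CAP replicate 2 was 0.946 with the other CAP libraries and 0.935 with the air libraries, the reverse of the bound set beforehand for a swap. By mean correlation 0 of the air libraries lay closer to CAP replicates 1 and 3 than to the other air libraries. For air replicate 1, however, the means were 0.972 and 0.975, and its highest correlation was with CAP replicate 3, at 0.977. CAP replicate 3 had a mean correlation of 0.975 with the air libraries and 0.955 with the other CAP libraries, CAP replicate 2 among them. Its correlation with CAP replicate 1 was 0.967. For CAP replicate 1 the means were 0.962 and 0.958, so that both libraries lay closer to air by this measure. In CAP replicate 2, 17 of 24 stromal markers were lower than in both other CAP libraries. The other way, 5 were higher, 4 of these by more than the SD of the other CAP libraries. Markers that moved apart argue against a smaller share of stromal cells as the only change, if these genes come from stromal cells alone. That was not tested, and a smaller share together with a change in expression stays open. Also open is a change in the state or makeup of that culture, in the mouse or in its exposure, which was not tested.

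The growth lists were higher in CAP, and whether CAP replicate 2 alone carries this stays open. Both other CAP libraries lay above all 3 air libraries in 5 of the 5 lists by mean log2 value, the bound set beforehand, but by more than the SD of the air libraries in 1, DNA replication; for mitosis the gap was 0.0112 against an SD of 0.103. At the preset correlation the 5 lists still passed camera without CAP replicate 2, with adjusted p of 1.16e-16 to 5.61e-06, but none passed at the estimated correlation with all libraries. Without CAP replicate 2 the mean difference for mitosis was 0.336, against 0.706 with it. Over the 10 splits of the libraries, too few for a share under 0.05, the mean difference over the 5 lists was 0.579 in the real split, 1 of the 10, and at most 0.518 in the others.

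Endothelial markers were lower in CAP, and the median of the list in air replicate 3 was 0.94, against -0.57 and -0.26 in the other air libraries. Without that library the camera adjusted p was 0.0369, with the list still lower. Whether air replicate 3 is the whole source stays open all the same, since the remaining libraries overlapped: the medians were -0.76, -1.34 and -0.30 in CAP replicates 1 to 3, that of CAP replicate 3 above air replicate 1, and by mean log2 value the gap between the groups was -0.0814 against an SD of 0.618 in CAP. With an estimated correlation the list did not pass with all libraries, and cage, which coincides with exposure, stays open.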
